# Gene networks underlying the early regulation of *Paraburkholderia phytofirmans* PsJN induced systemic resistance in Arabidopsis

**DOI:** 10.1371/journal.pone.0221358

**Published:** 2019-08-22

**Authors:** Tania Timmermann, María Josefina Poupin, Andrea Vega, Cristóbal Urrutia, Gonzalo A. Ruz, Bernardo González

## Abstract

Plant defense responses to biotic stresses are complex biological processes, all governed by sophisticated molecular regulations. Induced systemic resistance (ISR) is one of these defense mechanisms where beneficial bacteria or fungi prime plants to resist pathogens or pest attacks. In ISR, the defense arsenal in plants remains dormant and it is only triggered by an infection, allowing a better allocation of plant resources. Our group recently described that the well-known beneficial bacterium *Paraburkholderia phytofirmans* PsJN is able to induce *Arabidopsis thaliana* resistance to *Pseudomonas syringae* pv. tomato (*Pst*) DC3000 through ISR, and that ethylene, jasmonate and salicylic acid are involved in this protection. Nevertheless, the molecular networks governing this beneficial interaction remain unknown. To tackle this issue, we analyzed the temporal changes in the transcriptome of PsJN-inoculated plants before and after being infected with *Pst* DC3000. These data were used to perform a gene network analysis to identify highly connected transcription factors. Before the pathogen challenge, the strain PsJN regulated 405 genes (corresponding to 1.8% of the analyzed genome). PsJN-inoculated plants presented a faster and stronger transcriptional response at 1-hour post infection (hpi) compared with the non-inoculated plants, which presented the highest transcriptional changes at 24 hpi. A principal component analysis showed that PsJN-induced plant responses to the pathogen could be differentiated from those induced by the pathogen itself. Forty-eight transcription factors were regulated by PsJN at 1 hpi, and a system biology analysis revealed a network with four clusters. Within these clusters LHY, WRKY28, MYB31 and RRTF1 are highly connected transcription factors, which could act as hub regulators in this interaction. Concordantly with our previous results, these clusters are related to jasmonate, ethylene, salicylic, acid and ROS pathways. These results indicate that a rapid and specific response of PsJN-inoculated plants to the virulent DC3000 strain could be the pivotal element in the protection mechanism.

## Introduction

Plants face a myriad of pathogens and pests in their natural environment resulting in tremendous annual crop losses worldwide, ranging from 20 to 40% of potential crop yield [1,2]. Additionally, the cost of finding and developing new agrochemicals has risen from US$184 to US$286 million since 2000 [3]. Thus, in the context of a growing human population, elucidating the mechanisms of plant defense has become extremely important. Plant defense responses to biotic stresses are complex biological processes, involving numerous changes at the biochemical, physiological, and molecular (transcriptional) level, all governed by an intricate grid of hierarchical and regulatory interactions [4]. These defense mechanisms are triggered partly by the hormones salicylic acid (SA), jasmonic acid (JA), and ethylene (ET) [5–10]. Typically, SA is involved in resistance against biotrophic pathogens [11], while JA and ET participate in the regulation of defense response against necrotrophic pathogens and insects [12,13].

The induced systemic resistance (ISR) is one of these sophisticated defense strategies that is elicited by selected beneficial microorganisms, i.e., some plant growth-promoting rhizobacteria (PGPR) or beneficial fungi. Hence, plants that have previously interacted with these beneficial microorganisms deploy an enhanced defense response during subsequent pathogen or insect attacks, in a phenomenon known as priming [14–18]. In an ISR response, the defense arsenal in primed plants remains dormant and is only activated under a pathogen infection, allowing a better allocation of the plant’s energy budget [19]. Recently, a complex interplay between ISR and plant nutrient starvation responses, together with the regulation of the rhizosphere associated microbial components has been proposed [20,21]. Thus, a better understanding of the molecular mechanisms underlying ISR may foster the use of these beneficial microorganisms as a sustainable tool not only for plant disease management but also to cope with some nutrient related agricultural issues [22–24].

*Paraburkholderia phytofirmans* PsJN (formerly *Burkholderia*, [25]) is a PGPR which is able to produce positive effects in horticultural crops such as tomato, potato, grape [26–31], and also in switchgrass [32] and *Arabidopsis* [33–35]. This bacterium also induces physiological changes in plants, enhancing their adaptation to environmental stresses such as cold, salinity, and drought [26,27,33,36–40].

We recently reported that *P*. *phytofirmans* PsJN reduces disease susceptibility in *Arabidopsis thaliana* plants to the virulent strain *Pseudomonas syringae* pv *tomato* (*Pst*) DC3000, through the activation of ISR, by means of SA, JA and ET dependent signaling pathways [41]. Thus, it is possible to hypothesize that specific gene regulatory networks, associated with these hormonal signaling pathways, underlie plant protection induced by strain PsJN. Nevertheless, the molecular networks that govern ISR and specifically, the primed state of *Arabidopsis* plants colonized by *P*. *phytofirmans* PsJN are still unknown. To tackle this issue we analyzed the temporal changes in global gene expression during *Pst* DC3000 infection in *A*. *thaliana* plants that were inoculated or non-inoculated by strain PsJN. This information was used to develop a gene network analysis, which allowed identification of key transcription factors (TFs) that may be controlling the ISR response in this study model.

## Materials and methods

### Plant growth conditions and bacterial inoculation

*P*. *phytofirmans* PsJN (obtained from our laboratory stock) was grown in minimal saline medium [42], containing 10 mM fructose, in an orbital shaker (120 rpm) at 30°C. Cell suspensions were subsequently collected and adjusted to 1x10^8^ colony forming units per milliliter (CFU/ml), as determined by plate counting. Col-0 *Arabidopsis thaliana* seeds were obtained from the Arabidopsis Biological Resource Center (ABRC). The seeds were surface sterilized with 50% sodium hypochlorite (100% commercial laundry bleach) containing 0.1% Tween 20, rinsed four times with sterile water, and kept at 4°C for four days to promote uniform germination. To prepare the inoculated square Petri dishes for gnotobiotic assays, the initial inoculum of strain PsJN (1x10^8^ CFU/ml) was homogenously diluted in half strength Murashige and Skoog medium (50% MS) 0.8% agar [43] just before gelling, to reach a final inoculum of 1x10^4^ CFU/ml of medium, as this concentration was previously reported by Poupin *et al*. [34] as the optimum to induce positive effects in *A*. *thaliana* plants. Then, eight sterilized and synchronized seeds were sown per plate, in plates that were inoculated or non-inoculated with the strain, and placed vertically in a growth chamber at 22°C with a photoperiod of 16/8 h (light/dark).

### Infection of plants and RNA isolation

A graphical representation of the experimental design is presented in Fig 1A. Briefly, *Pst* DC3000 (obtained from Loreto Holuigue’s Laboratory) was grown on King’s B medium in an orbital shaker (120 rpm) at 28°C, supplemented with 50 μg/ml of rifampicin and 50 μg/ml of kanamycin, as selection antibiotics. Thirteen days after sowing (13 DAS), *A*. *thaliana* plants with four visible leaves (LP.04 stage [44]), inoculated or non-inoculated with *P*. *phytofirmans* PsJN, were sampled and stored in 1.5 ml Eppendorf tubes containing RNAlater (Ambion, Austin, TX) according to the manufacturer's instructions. These treatments correspond to 0 hours post-infection (0 hpi). Then, in the remaining plants, rosettes were infected by spraying 100 μl per plate of *Pst* DC3000 at 1x10^5^ CFU/ml in 10 mM MgCl_2_ (Fig 1A). One and 24 h after *Pst* DC3000 infection (1 and 24 hpi), five pools with four plants each were collected per treatment (non-inoculated plants/*Pst* and strain PsJN-inoculated plants/*Pst*) and stored in RNAlater (Ambion, Austin, TX) until RNA extraction (according to the manufacturer's instructions). For RNA extraction, plants were ground with an electronic pestle in the Eppendorf tube without the RNAlater solution. Then, the total RNA of each sample was extracted using the Trizol reagent (Invitrogen, Carlsbad, CA) according to the manufacturer’s recommendations.

**Fig 1:**
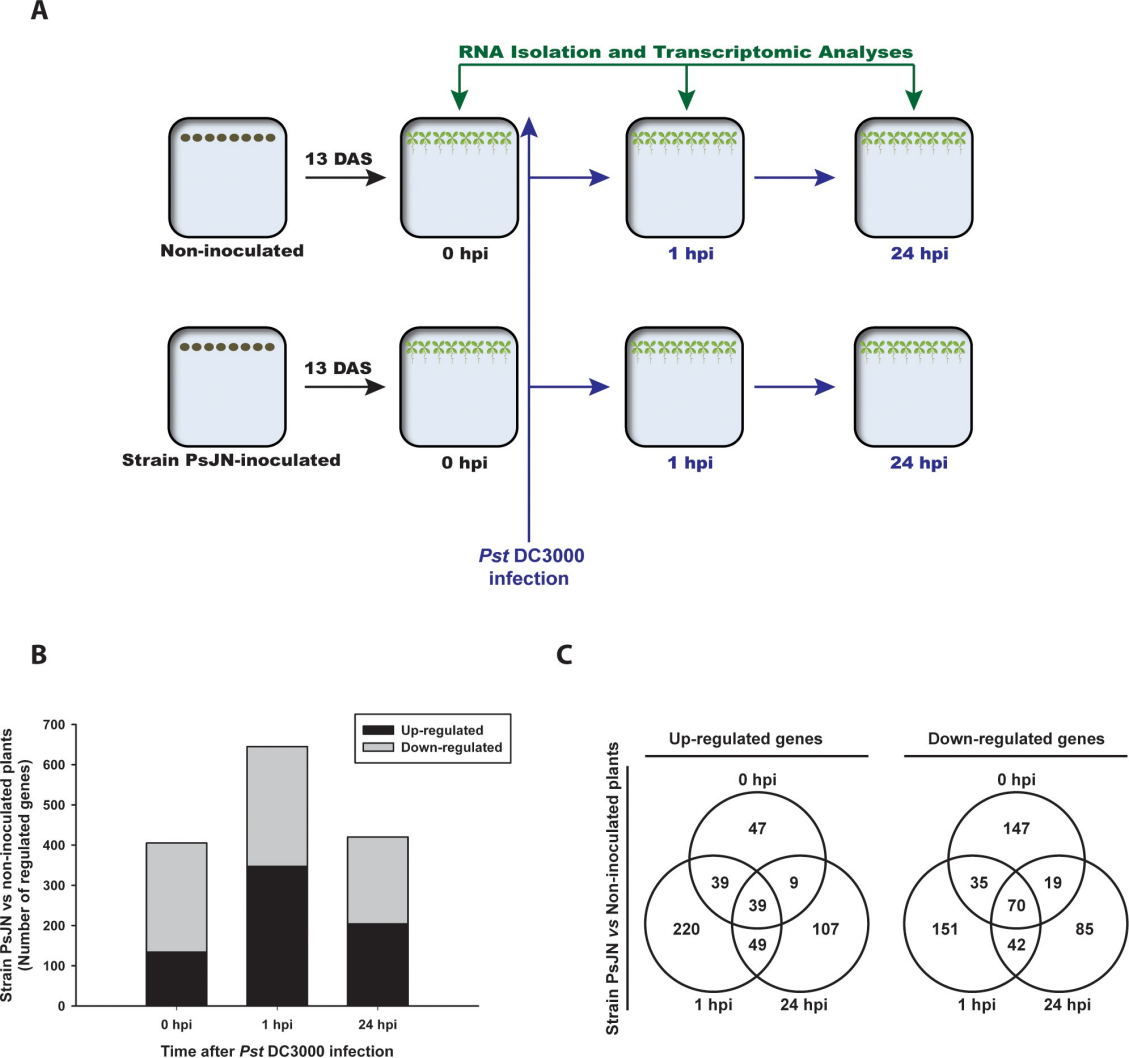
Transcriptomic changes induced by *Paraburkholderia phytofirmans* PsJN in *Arabidopsis thaliana* plants infected with *Pseudomonas syringae* DC3000. (A) Graphical explanation of the experimental design where *A*. *thaliana* seeds were inoculated (strain PsJN-inoculated) or non-inoculated at sowing, and 13 days after that (DAS) a group of plants were sampled and analyzed (0 hours post infection, hpi) and the remaining plants were infected with *P*. *syringae pv*. *tomato* DC3000, to collect and analyze samples at 1 and 24 hpi (B) Number of *A*. *thaliana* genes that were either up- or down-regulated by *P*. *phytofirmans* PsJN before (0 hpi) and after *P*. *syringae* DC3000 infection (1 and 24 hpi) in comparison to non-inoculated plants (Rank-product, adjusted p<0.05) (C) Venn diagrams of the data presented in (B) showing the overlap of genes that were up- or down-regulated in *Arabidopsis* plants inoculated with strain PsJN before (0 hpi) and after the infection with *Pst* DC3000 (1 and 24 hpi).

### Microarray hybridization

Three biological replicates, consisting of four plantlets of 13 DAS each, non-inoculated or PsJN-inoculated treatments, infected or not with *Pst* DC3000, were used for global gene expression analysis using the GeneChip *Arabidopsis* ATH1 Genome Array (Affymetrix, Santa Clara, CA). RNA samples were quantified and analyzed using a NanoDrop (Thermo Scientific, USA) spectrophotometer, according to the manufacturer’s instructions. For RNA processing, we used the GeneChip 3’ IVT Express Kit (Affymetrix, Santa Clara, CA), following the manufacturer’s instructions. First-stranded cDNA synthesis was achieved with 0.5 μg of RNA from each sample, using T7 oligo(dT) Primer and the First-strand enzyme mix (Affymetrix, Santa Clara, CA). Subsequently, IVT biotin-labeled aRNA (cRNA) was generated using the second-stranded cDNA as a template and following the manufacturer’s specifications. Later, the biotin-labeled aRNAs were fragmented (between 35 and 200 bases in length) and hybridized on a GeneChip *Arabidopsis* ATH1 Genome Array using standard procedures (45°C for 16 h). The arrays were finally washed and stained in a Fluidics Station 450 (Affymetrix, Santa Clara, CA).

### Affymetrix data processing and analysis

ATH1 arrays were scanned with the GeneChip scanner 300 and the images were analyzed using the GeneChip Operating Software. GeneChip arrays data were first evaluated using a set of standard quality control steps described by the manufacturer. Raw data were normalized by RMA (Robust Multi-Array Average) [45] using the *affy* R package [46]. RMA expression values (log2-transformed) for each set of biological replicates were evaluated using Pearson correlation and ranged from 0.96 to 0.99. The data analyzed in this work were deposited in NCBI's Gene Expression Omnibus (GSE124475) [47]. Differentially expressed genes (DEGs) in response to *Pst* DC3000 infection influenced by strain PsJN inoculation were determined in normalized data using a two-way analysis of variance (ANOVA) with an adjusted *p*<0.01 by Benjamini, and Hochberg false discovery rate correction [48] by the Multiple Experiment Viewer (MEV) software [49]. We used a multiple regression with expression Y of a given gene i calculated as Yi = β0 + β1Pst + β2PsJN + β3Pst/PsJN + ε, where β0 is the global mean, and β1, β2, and β3 are the effects of the *Pst* DC3000 infection, PsJN inoculation and the interaction between these two factors, respectively. The variable ε corresponds to the unexplained variance (noise). To identify DEGs between two experimental conditions (e.g., non-inoculated and strain PsJN-inoculated at one hpi *Pst* DC3000-infection), we used the Rank-Product analysis (*p*<0.05) in the group of selected DEGs by ANOVA [50]. We also performed a principal component analysis (PCA) using Log2 normalized expression data across each sample, as described before [51], and two-dimensional coordinates were plotted using MEV software. For functional analysis, the Virtual-Plant [52] and Revigo [53] platforms were used. For those Affymetrix IDs that represent more than one *locus*, all of them were considered for further functional analyses. Gene Ontology terms (GO) that were statistically overrepresented were calculated using the BioMaps tool in the Virtual-Plant platform (Fisher Exact Test, *p*< 0.01 with FDR correction). For graph purposes, the REVIGO platform was used to reduce semantically redundant GO terms [53]. Additionally, MapMan software [54] was used to provide a graphic representation of DEGs involved in the biotic stress metabolic pathway before and after the infection with *Pst* DC3000.

### TFs identification and Gene Network analysis

To identify the regulated genes corresponding to TFs encoding genes, we selected the group of DEGs in the treatment with the largest transcriptional changes, corresponding to plants at 1 hpi with *Pst* DC3000, where 645 DEGs were up- and down-regulated by strain PsJN. Then, this list of genes was intersected, using the VirtualPlant platform [52], with a list of 2273 TFs obtained from Jin et al. [55] and Pérez-Rodríguez et al. [56]. Gene families were assigned using the TAIR platform (https://www.arabidopsis.org).

For Gene Network analysis, we also selected the group of DEGs identified by Rankproduct between non-inoculated and inoculated with strain PsJN at 1 hour after the infection with *Pst* DC3000 (*p*<0.05). We included the following information: (1) a gene co-expression network from the ATTED-II database [57], where the co-expression values were calculated using weighted Pearson’s correlation coefficient, as described by Obayashi et al. [58]; (2) the protein-DNA interactions described in DAP-seq database [59], where we filtered by the over-representation of the TF binding site in the upstream gene region (1000 bp) (two standard deviations) above the mean occurrence in all the upstream sequences in the genome, and by the TFs/target pairs for which co-expression values were significantly correlated (adjusted *p*<0.05 by FDR) in our microarray experiment. Then, we used the Cytoscape software [60] for visualizing the resulting network, where nodes represented genes and they are connected by edges that represent putative regulatory interactions. The network topology was described using a community cluster (Glay) analysis in Cluster-Maker tools [61]. This analysis recognizes functional groups within nodes and finds densely connected regions [62]. Finally, statistical overrepresentation in biological functions in each cluster was identified using a hypergeometric analysis in Clue-GO tools (adjusted *p*<0.01 by FDR) [63].

### qRT-PCR Analyses

To perform qRT-PCRs analyses, the same RNAs used for Affymetrix analyses were used to prepare cDNA from the samples collected at 1 and 24 hpi (Fig 1A); cDNA was prepared using 1 μg of total RNA (previously treated with DNAse I RQ1, Promega, USA), random hexamer primers and the Improm II reverse transcriptase (Promega, USA), according to the manufacturer’s instructions. Real time RT-PCRs were performed using the Brilliant SYBR Green QPCR Master Reagent Kit (Agilent Technologies, USA) and the Eco Real-Time PCR detection system (Illumina, USA) as described by Poupin et al. [34]. The PCR mixture (10 μl) contained 4.75 μl of template cDNA (diluted 1:10) and 140 nM of each primer. Amplifications were performed under the following conditions: 95°C for 10 min, followed by 40 cycles of 94°C, 30 s; 57–60°C, 30 s; and 72°C, 30 s, followed by a melting cycle from 55 to 95°C. Primer pairs used were described in [64] and in [34], standard quantification curves with serial dilutions of PCR products were constructed for each amplicon to calculate the amplification efficiency (E) of each primer set, according to the equation: E = 10^(− 1/ slope)^ − 1 [65]. Gene expression levels were calibrated for each time (1 or 24 hpi) using the average value in the samples of non-inoculated plants. *TIP4* was used as a housekeeping (HK) gene since it showed a high stability with a standard deviation of 0.6 (n = 30). Then, an accurate ratio between the gene of interest (GOI) and the HK gene expression was calculated for each sample, using the equation:

$$\frac{1+{E(GOI)}^{-(ctGOI-ctGOI\;calibrated)}}{1+{E(HK)}^{-(ctHK-ctHK\;calibrated)}}$$

Efficiency values for each primer set were close to 1 and R^2^ values were over 99% [66]. All experiments were performed in three biological (four plants each), and two technical replicates.

## Results

### Transcriptional changes regulated by *P*. *phytofirmans* PsJN during systemic resistance to a virulent infection in *Arabidopsis*

To get a better understanding of the molecular changes underlying the ISR triggered by strain PsJN in *Arabidopsis* plants infected with a virulent bacterium, a transcriptome-profiling assay using non-inoculated plants and strain PsJN-inoculated (0 hpi) plants was performed. Additionally, the analyses included samples 1 and 24 h after a challenge with *P*. *syringae* pv. tomato DC3000 (1 and 24 hpi) (Fig 1A). 

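Plants of 6 groups were compared: non-inoculated and PsJN-inoculated plants at 0, 1 and 24 hpi. The plants were 13 days old at 0 hpi. Each group had 3 arrays, and each array was made from a separate pool of 4 plants, so the p-values measure the spread between such pools. No group was sprayed without the pathogen, so sampling time, spraying and infection change together from 0 to 1 and 24 hpi. Gene expression was measured on ATH1 arrays, on which probe sets, each a set of short oligonucleotides designed to a transcript, report the abundance of RNA by hybridization. The deposited values are log2 expression values that the authors made with RMA, which corrects the background, gives all arrays a common distribution and summarises the probes of each probe set. They ranged from 0.128 to 11.9 and were used as deposited. Leaving out 64 control probe sets left 22746, of which 21143 belong to a single locus, 1050 to several loci and 553 to none in the annotation used. Genes are named only from probe sets of a single locus, and a locus with several probe sets is represented by the one with the highest mean. The number of arrays limits the precision, and only 8078 probe sets had a mean of at least 5, so that low values rest on signals close to the background of the arrays. Arrays of the same group correlated across probe sets with Pearson's r from 0.987 to 0.997. On the first principal component of all arrays some groups were spread widely: the PsJN-inoculated 0 hpi arrays lay at −3.34, 5.98 and 16.68 (replicates 1, 2 and 3) and the non-inoculated 1 hpi arrays at 27.41, 7.92 and 17.64. After these scores were seen, PsJN-inoculated 0 hpi replicate 3 and non-inoculated 1 hpi replicate 2 were left out together as a further setting. Neither lies clearly apart, since the scores of each group are nearly evenly spaced, and the array weights of the non-inoculated 1 hpi arrays were 0.599, 1.11 and 0.851, lowest for replicate 1. The groups were compared with limma, fitted over all 18 arrays with a mean for each group and a common estimate of the spread, and p-values were adjusted by the Benjamini-Hochberg method over the 22746 probe sets. A difference counts as past the test at an adjusted p under 0.05. The genes named are the 10 highest and 10 lowest log2 fold changes of each comparison among those past the test whose arrays do not overlap between the groups, the members of 23 gene lists, and every gene the paper names. The lists hold 463 loci, of which 415 were measured, and were written from textbook knowledge before the data were examined. S1 Table, which holds values from these arrays, had been read before the lists were written, so no list is blind to the paper's own selection. The lists for iron, heat shock and nutrient genes, the low-energy response among them, also drew on what S1 and S2 Tables had shown. Each list was tested with camera, which compares the members of a list with all other probe sets, with a preset correlation between members of 0.01 and again with a correlation estimated from the arrays.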

The complete list of genes regulated by strain PsJN in the different treatments and times is presented in S1 Table. To first analyze the transcriptional changes induced only by strain PsJN inoculation, the regulated genes were compared between strain PsJN-inoculated and non-inoculated plants (0 hpi). 

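Before infection, genes of the iron deficiency response were lower in PsJN-inoculated plants than in non-inoculated plants. IMA1, which encodes a small peptide that promotes iron uptake, was at 2.82 ± 0.41 with PsJN and 6.92 ± 1.19 without (log2 values, SD, n = 3), a log2 fold change of −4.09 (standard error 0.58, adjusted p = 0.00125). BHLH101, a bHLH transcription factor of iron uptake, had a log2 fold change of −3.13 (adjusted p = 0.0132), and NAS2, an enzyme that makes the metal chelator nicotianamine, one of −2.81 (adjusted p = 0.0114). Of 21 measured genes of the iron deficiency response, 9 were lower and 12 did not pass the test (16 lower when adjusted over the list alone). Their median log2 fold change was −1.12 (camera, adjusted p = 2.72e-18, and adjusted p = 0.0335 with an estimated correlation). Of 10 genes that store iron or rise when it is plentiful, 3 were higher (6 when adjusted over the list alone; camera, adjusted p = 1.05e-05, and adjusted p = 0.304 with an estimated correlation). These were NEET, an iron-sulfur protein, at 2.63 (standard error 0.44, adjusted p = 0.0044), YSL1, a transporter of metal-nicotianamine complexes, at 1.52 (adjusted p = 0.045), and FSD1, an iron superoxide dismutase, at 0.83 (adjusted p = 0.0086). HEMA1, the first enzyme of chlorophyll and heme synthesis, rose with a log2 fold change of 1.52 (standard error 0.22, adjusted p = 0.00141), and PORB, a later enzyme of the same pathway, of 1.25 (adjusted p = 0.0259). Among genes of detoxification, CYP81D11, a cytochrome P450 induced by foreign compounds, was at −4.27 (standard error 0.47, adjusted p = 0.000147) and the glucosyltransferase gene UGT74E2 at −3.46 (adjusted p = 1.69e-05). Of 29 glutathione S-transferases, which attach glutathione to reactive compounds, 9 were lower (12 lower and 1 higher when adjusted over the list alone; camera, adjusted p = 1.24e-09, and adjusted p = 0.0335 with an estimated correlation), with GSTU25 at −3.13 and GSTU24 at −2.80. Markers of tissue leaned to 1 side of zero at this time, and neither list was called with an estimated correlation. Of 9 photosynthesis genes of green tissue 8 were above zero (camera, adjusted p = 0.00313, and adjusted p = 0.53 with an estimated correlation). Of 18 root markers 14 were below zero (camera, adjusted p = 0.0566). In all, 525 of 22746 probe sets were past the test, 194 higher and 331 lower, and the arrays of the groups did not overlap for 3972, where chance gives 10%. When non-inoculated 1 hpi replicate 2 and PsJN-inoculated 0 hpi replicate 3 were left out, a choice made after seeing the data, 289 probe sets were past the test, among them 6 genes of the iron deficiency response, 2 of iron storage and 8 lower glutathione S-transferases. The count was 349 without non-inoculated 0 hpi replicate 1, 257 without replicate 2 of that group and 329 without PsJN-inoculated 0 hpi replicate 3, and 183 when only the 6 arrays of 0 hpi entered the fit.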

The presence of strain PsJN significantly up-regulated 134 genes and down-regulated 271 genes (Rank-Product method; *p*<0.05) (Fig 1B; 0 hpi). Transcriptional changes were transiently intensified at 1 h after the challenge with *Pst* DC3000 (Fig 1B, 1 hpi), where 347 genes were significantly up-regulated and 298 down-regulated by the previous inoculation with strain PsJN. 

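At 1 hpi, the highest gains in PsJN-inoculated plants included the defensin gene PDF1.4, at a log2 fold change of 3.99 (standard error 0.68, adjusted p = 0.00575), and FTM1, at 2.86 (adjusted p = 0.0111). The expression of PDF1.4 was 6.88 ± 0.85 with PsJN and 2.89 ± 0.80 without (log2 values, SD, n = 3). The lowest value was that of IMA1, the peptide gene of iron uptake, at −5.33 (standard error 0.58, adjusted p = 0.000167). Its PsJN-inoculated arrays were at 3.00, 1.48 and 1.75, close to the background of the arrays, so the size of this change is uncertain. OPT3, a phloem transporter of iron, had a log2 fold change of −1.71 (adjusted p = 0.00562) and NRAMP4, which exports iron from the vacuole, one of −0.65 (adjusted p = 0.0421). Of the 21 genes of the iron deficiency response, 11 were lower (13 when adjusted over the list alone), with a median of −0.72 (camera, adjusted p = 3.57e-12, and adjusted p = 0.0804 with an estimated correlation). Among genes of iron storage, 4 of 10 were higher (5 when adjusted over the list alone; camera, adjusted p = 1.22e-06, and adjusted p = 0.215 with an estimated correlation), including FER4, a ferritin, at 1.53 (adjusted p = 0.015) and VTL2, a vacuolar iron transporter, at 1.22 (adjusted p = 0.0129). The glutathione S-transferase list had 7 lower genes of 29 (10 lower and 2 higher when adjusted over the list alone; camera, adjusted p = 3.28e-07, and adjusted p = 0.0804 with an estimated correlation). In total 976 probe sets were past the test, 550 higher and 426 lower, and the arrays of the groups did not overlap for 5492, where chance gives 10%. There were 319 past the test without non-inoculated 1 hpi replicate 2 and PsJN-inoculated 0 hpi replicate 3, chosen after seeing the data, with 6 lower genes of the iron deficiency response, 1 higher gene of iron storage and 6 lower glutathione S-transferases. The count was 1293, 280 and 634 without non-inoculated 1 hpi replicates 1, 2 and 3, and 483, 564 and 341 without PsJN-inoculated 1 hpi replicates 1, 2 and 3.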

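One day after infection, genes of the low-energy response were higher in PsJN-inoculated plants as a list, in camera with the preset correlation and not with an estimated one (adjusted p = 0.295). ASN1, an asparagine synthetase induced in the dark, had a log2 fold change of 2.28 (standard error 0.49, adjusted p = 0.0295) against non-inoculated plants. BT2, a BTB protein of nitrogen and sugar responses, was at 1.93 (standard error 0.38, adjusted p = 0.0196). The trehalose-phosphate synthase genes TPS11 and TPS8 were at 1.53 (adjusted p = 0.000485) and 1.11 (adjusted p = 0.00898). Of 16 genes of the low-energy response, a list written after S2 Table had been read, 4 were higher (8 when adjusted over the list alone), with a median log2 fold change of 0.54 (camera, adjusted p = 3.71e-08). The root markers also moved up, with 17 of 18 above zero (camera, adjusted p = 0.000564, and adjusted p = 0.438 with an estimated correlation). The nitrate transporter gene NRT2.1 was at 0.98 (adjusted p = 0.0131) and LBD38, a repressor in the nitrate response, at 0.47 (adjusted p = 0.04), while RFNR2, a ferredoxin-NADP reductase, was at −1.34 (adjusted p = 0.0139) and G6PD3, a glucose-6-phosphate dehydrogenase, at −1.20 (adjusted p = 0.0165). The nitrate response list as a whole, with 3 genes higher and 2 lower of 14 (5 higher and 2 lower when adjusted over the list alone), did not pass the test (camera, adjusted p = 0.357). At this time 302 probe sets were past the test, 158 higher and 144 lower, and the arrays of the groups did not overlap for 3975, where chance gives 10%. The count was 157 without non-inoculated 24 hpi replicate 3, 109 without PsJN-inoculated 24 hpi replicate 1, 197 without replicate 2 and 139 without replicate 3 of that group, and 117 when only the 6 arrays of 24 hpi entered the fit.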

Finally, at 24 h after *Pst* DC3000 infection, 204 genes were significantly up-regulated and 216 down-regulated by the PGPR (Fig 1B).

To analyze gene co-regulation by the different treatments, the list of DEGs were compared as shown in Fig 1C. 

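NYC1, a chlorophyll b reductase, was higher with PsJN at each time. It had log2 fold changes of 1.45 at 0 hpi, 1.36 at 1 hpi and 1.12 at 24 hpi (adjusted p = 0.00451, 0.00682 and 0.0319). ENH1, a rubredoxin-like protein of the plastid, was at 1.19, 1.16 and 0.90 at the same times, and CAT3, a catalase, at 1.12, 1.01 and 0.85. AT3G49160 rose by 2.59, 3.18 and 2.34. These genes are 4 of the 17 probe sets that were past the test and higher at all 3 times, where 0.0326 would be shared by independent lists of these sizes. A further set was shared by 0 and 1 hpi, with PR5, a pathogenesis-related protein, at 1.13 (adjusted p = 0.00818) and 1.07 (adjusted p = 0.00938), ERF72, an ethylene response factor, and LOL1, a zinc finger protein of cell death, at 1.14 (adjusted p = 0.039) and 1.08 (adjusted p = 0.0363). Together 64 probe sets were higher at both of these times (4.69 under independence), which is 11.6% of the 550 that were higher at 1 hpi. Shared by 1 and 24 hpi were 61 (3.82 under independence), or 11.1% of those higher at 1 hpi and 38.6% of those higher at 24 hpi, among them the peroxidase gene PRX69 and the bHLH gene AKS2, at 1.07 and 0.71. The 3 comparisons use different arrays. At an adjusted p under 0.01 the number higher at all 3 times was 5, and rank product over all probe sets, run on overlaps after the data had been seen, gave 40.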

Only 22.5% of the genes that were up-regulated in strain PsJN-inoculated plants at 1 hpi were also up-regulated before the infection; 25.4% of the up-regulated genes at 1 hpi remained in that condition at 24 hpi, and 39 genes were up-regulated in all the measured times, independently of the infection and seem to be related exclusively to the presence of strain PsJN (Fig 1C). 

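Iron genes were among those lower with PsJN at every time. BTS, an E3 ligase that restrains the iron deficiency response, had log2 fold changes of −1.57, −1.60 and −1.78 at 0, 1 and 24 hpi (adjusted p = 0.0086, 0.0071 and 0.00517). FRO3, a mitochondrial iron reductase, was at −1.76, −1.14 and −2.03, and NAS4, a nicotianamine synthase, at −1.32, −1.65 and −1.45. Over the 3 times together, 15 of 21 genes of the iron deficiency response were lower (18 when adjusted over the list alone) and 7 of 10 genes of iron storage were higher (7 when adjusted over the list alone). The camera test of the PsJN effect over the 3 times gave an adjusted p = 2.79e-21 for the former, and adjusted p = 0.0239 with an estimated correlation, and an adjusted p = 5.22e-07 for the latter, and adjusted p = 0.259 with an estimated correlation. Single genes of detoxification were also lower at each time: the glucosyltransferase gene UGT73B4 was at −2.58, −2.27 and −2.26, the reductase gene ChlAKR, whose product removes reactive carbonyls in the plastid, at −2.27, −2.30 and −2.52, and GSTU7 at −1.65, −1.50 and −1.32. In total 66 probe sets were lower at all 3 times (0.0393 under independence), 45.8% of the 144 lower at 24 hpi. At 0 and 1 hpi 129 were shared (6.20 under independence), at 0 and 24 hpi 79 and at 1 and 24 hpi 77 (2.70 under independence). Across probe sets the fold changes correlated with Pearson's r = 0.534 between 0 and 1 hpi, 0.461 between 0 and 24 hpi and 0.625 between 1 and 24 hpi, where probe sets are not independent replicates. At an adjusted p under 0.01, 30 probe sets were lower at all 3 times.

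**Figure D1:**
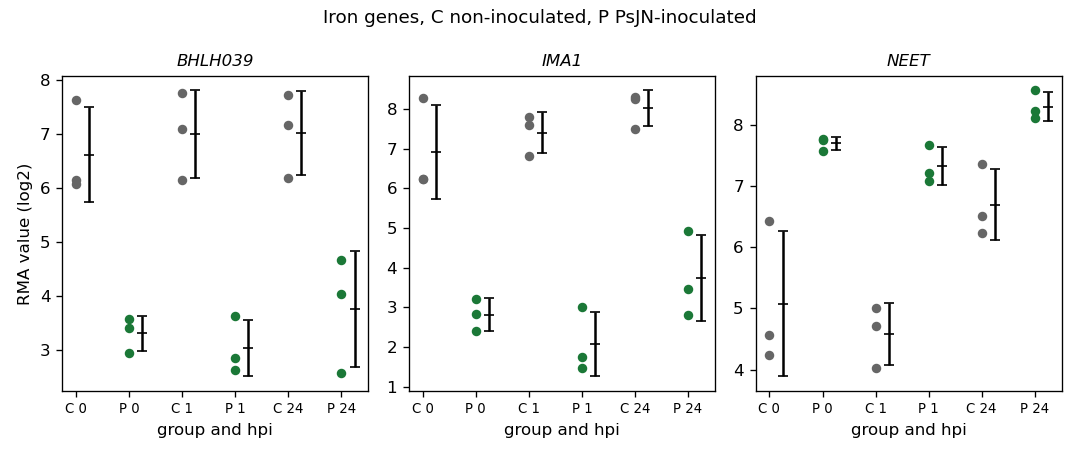
Expression (RMA log2 values, vertical axis) of BHLH039, IMA1 and NEET at 0, 1 and 24 hpi (horizontal axis). Points are single arrays and bars the mean ± SD of 3 arrays, grey for non-inoculated and green for PsJN-inoculated plants. BHLH039 and IMA1 are lower and NEET is higher in PsJN-inoculated plants, with NEET at a log2 fold change of 2.33 over the 3 times.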

Regarding the down-regulated genes, 70 genes were affected in all the measured times and could be associated with a specific response to strain PsJN, corresponding to 32.4% of the reaction triggered at 24 hpi (Fig 1C).

Since the largest transcriptional changes were observed at 1 hpi in inoculated plants, a gene ontology (GO) term enrichment analysis (*p*<0.01) was performed at this time using the BioMaps tool, in the VirtualPlant platform [52]. To simplify interpretation and avoid redundancy, significant GO term lists were reduced using REVIGO tools, but full lists of all significant GO terms with the group of DEGs included in each term are presented in S2 Table. Thus, the GO terms in the group of up-regulated genes that were statistically overrepresented in comparison with those represented in the *Arabidopsis* genome arrays were “Response to stimulus”, “Response to stress”, “Response to biotic stimulus”, “Response to oxidative stress”, and “Response to other organisms” (S1A Fig). Likewise, genes implicated in “cellular response to nutrient levels” were predominantly up regulated in strain PsJN-inoculated plants at 1 hpi, suggesting a better use of plant nutrients or energy. 

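At 1 hpi AT4G12490 and AT4G12500, lipid-transfer-like genes that lie beside AZI1, were higher with PsJN and had log2 fold changes of 4.18 (standard error 0.79, adjusted p = 0.0088) and 3.69 (standard error 0.74, adjusted p = 0.0118). FRK1, a receptor-like kinase induced by bacterial flagellin, was at 2.09 (standard error 0.51, adjusted p = 0.0297), and MLO12, a member of the family of powdery mildew susceptibility genes, at 2.46 (standard error 0.63, adjusted p = 0.0381). PR1 and PR2, pathogenesis-related genes of the salicylic acid response, had log2 fold changes of −0.02 (adjusted p = 0.938) and −0.06 (adjusted p = 0.877). Of 21 genes of pattern-triggered immunity, FRK1 alone was past the test (1 when adjusted over the list alone), and 15 were above zero. The list's median was 0.27 (camera, adjusted p = 0.0224, and adjusted p = 0.52 with an estimated correlation). Without non-inoculated 1 hpi replicate 2 the camera test of pattern-triggered immunity gave an adjusted p = 0.0684, without PsJN-inoculated 1 hpi replicate 1 one of 0.16, and over probe sets with a mean of at least 5 one of 0.483.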

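With PsJN GDH1 and GDH2, which encode glutamate dehydrogenases, were higher at 1 hpi, with log2 fold changes of 1.13 (adjusted p = 0.00891) and 0.85 (adjusted p = 0.0409). MCCA, an enzyme of leucine breakdown, was at 1.19 (standard error 0.27, adjusted p = 0.0214), and DIN3, an enzyme of branched-chain amino acid breakdown induced in the dark, at 1.07 (adjusted p = 0.00133). Of 16 genes of the low-energy response, 7 were higher (8 when adjusted over the list alone), and all were above zero, with a median of 0.78 (camera, adjusted p = 2.49e-09, and adjusted p = 0.215 with an estimated correlation). The list was written after S2 Table had been read, and 3 of its genes were past the test without non-inoculated 1 hpi replicate 2 and PsJN-inoculated 0 hpi replicate 3, chosen after seeing the data. Of the 8 genes that S2 Table gives under cellular response to nutrient levels, 7 were higher, and of the 5 under cellular response to nitrogen levels all were higher. The study chose these genes on the same arrays, so their direction is not independent evidence. Among them were the catalase genes CAT1 and CAT3, with CAT1 at 1.07 (adjusted p = 0.00734), CNI1, a ubiquitin ligase of the carbon and nitrogen response, at 1.10 (adjusted p = 0.00768), ALN, an allantoinase that frees nitrogen from purines, at 1.25 (adjusted p = 0.0249), HRS1, a repressor in the nitrate response, at 0.87 (adjusted p = 0.014), and AKINBETA1, a subunit of the energy-sensing kinase SnRK1, at 0.83 (adjusted p = 0.0168). ASN1 had a log2 fold change of 1.09 (adjusted p = 0.235).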

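At 1 hpi, jasmonate and glucosinolate genes were lower in PsJN-inoculated plants as lists, in camera with the preset correlation and not with an estimated one. CORI3, a cystine lyase induced by jasmonate, had a log2 fold change of −2.31 (standard error 0.50, adjusted p = 0.0172) and AOC3, an allene oxide cyclase of jasmonate synthesis, one of −0.89 (standard error 0.22, adjusted p = 0.0324). They were the members past the test among 28 genes of the jasmonate biosynthesis and MYC branch list (2 lower when adjusted over the list alone), whose median was −0.21 (camera, adjusted p = 0.000941, and adjusted p = 0.439 with an estimated correlation). Over probe sets with a mean of at least 5, the jasmonate list's adjusted p was 0.0821, and 0 of the 28 jasmonate genes were past the test without non-inoculated 1 hpi replicate 2 and PsJN-inoculated 0 hpi replicate 3. Glucosinolates are sulfur compounds that deter herbivores and microbes. Of 14 genes of aliphatic glucosinolate biosynthesis, 4 were lower (9 when adjusted over the list alone) and all had a log2 fold change below zero, with a median of −0.55 (camera, adjusted p = 4.02e-08, and adjusted p = 0.216 with an estimated correlation). FMOGS-OX1, which oxidises the side chain, was at −1.32 (standard error 0.24, adjusted p = 0.00734), the sulfotransferase gene SOT17 at −0.83 (adjusted p = 0.0467) and the glucosyltransferase gene UGT74C1 at −0.47 (adjusted p = 0.043). With those arrays left out, a choice made after seeing the data, 2 of these glucosinolate genes were lower. Of 17 flavonoid genes, limma called 0 over all probe sets, 1 when adjusted over the list alone and 5 at an unadjusted p under 0.05, all lower, with a median of −0.24 (camera, adjusted p = 0.000941, and adjusted p = 0.353 with an estimated correlation).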

For genes that were down-regulated, the most significantly enriched GO terms in biological process were “Response to stimulus”, “Response to stress”, “Response to abiotic stimulus”, “Response to organic substance”, “Response to hormone”, and “Secondary metabolic process” (S1B Fig).

A PCA (Fig 2) showed that the first principal component (PC1) accounted for 26.9% of the total variation and grouped the samples based on time (0 h, 1 and 24 hpi), regardless of the infection with *Pst* DC3000. On the other hand, PC1 also allows the differentiation between non-inoculated and strain PsJN-inoculated plants at 1 hpi, which is in agreement with the highest transcriptional changes observed at this time (Fig 1B and 1C). 

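On the first principal component of the 22746 probe sets, which held 44.4% of the variance, the groups lay by time. Non-inoculated plants were at −1.01 ± 1.89 at 0 hpi, 17.66 ± 9.74 at 1 hpi and −42.88 ± 2.22 at 24 hpi (mean ± SD, n = 3), and PsJN-inoculated plants at 6.44 ± 10.02, 43.08 ± 4.80 and −23.28 ± 4.29. With or without PsJN, the group at 24 hpi had the lowest mean and the group at 1 hpi the highest. Among single genes, AT2G27420 was at 2.92 ± 0.70 at 0 hpi and 6.74 ± 0.08 at 24 hpi in non-inoculated plants, and the B-box gene BBX31 at 3.07 ± 0.12 and 6.33 ± 0.27 (log2 values, SD, n = 3). Exchanging the inoculation of arrays within each time, 8000 relabellings in all, the mean difference of 17.5 between PsJN-inoculated and non-inoculated plants on this component had an exact permutation p = 0.001 (two-sided). With each probe set scaled to the same variance the component held 26.9%, with only the most variable probe sets 52.1% and with probe sets of a mean of at least 5 53.4%.

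**Figure D2:**
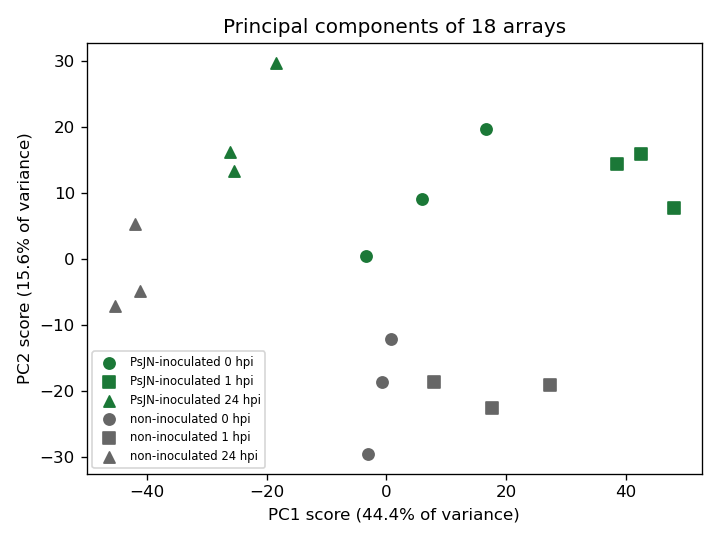
The 18 arrays on the first (horizontal axis) and second (vertical axis) principal components of the RMA log2 values, in units of the component scores. Each point is an array, and the groups are non-inoculated (C) and PsJN-inoculated (P) plants at 0, 1 and 24 hpi. The arrays at 24 hpi lie at the lowest values of the first component, the non-inoculated ones around −42.88 and the PsJN-inoculated ones around −23.28.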

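At 1 hpi, the PsJN-inoculated arrays lay at 42.62, 38.52 and 48.09 on the first component and the non-inoculated ones at 27.41, 7.92 and 17.64, a difference of 25.4. Each PsJN array was above each non-inoculated array (exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow). The difference was 19.6 at 24 hpi (exact permutation p = 0.1) and 7.45 at 0 hpi (exact permutation p = 0.4). Among single genes at 1 hpi, the transcription factor gene WRKY26 was at 4.20 ± 0.67 with PsJN and 2.69 ± 0.79 without, and AT2G17740 at 5.75 ± 0.95 and 2.18 ± 0.10 (log2 values, SD, n = 3).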

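The glutathione S-transferase gene GSTU24 was at 6.46 ± 0.13, 6.00 ± 0.60 and 6.39 ± 0.11 in non-inoculated plants at 0, 1 and 24 hpi and at 3.66 ± 0.11, 3.43 ± 0.21 and 4.73 ± 0.06 with PsJN (log2 values, SD, n = 3). On the component with the next largest variance, which held 15.6%, the means of non-inoculated plants were −20.04 ± 8.79, −20.06 ± 2.16 and −2.19 ± 6.62 at 0, 1 and 24 hpi (SD, n = 3), and those of PsJN-inoculated plants 9.79 ± 9.62, 12.70 ± 4.39 and 19.82 ± 8.74. The mean difference between inoculated and non-inoculated plants was 28.2, with an exact permutation p = 0.00025 over 8000 relabellings of the arrays within each time, the smallest these allow (two-sided). By time it was 29.8, 32.8 and 22.0, each with an exact permutation p = 0.1. It held 11.8% with each probe set scaled to the same variance and 19.5% with the most variable probe sets.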

The second principal component (PC2) accounted for 11.8% of the variation, and differentiated strain PsJN-inoculated and non-inoculated plant samples in all the measured times.

**Fig 2:**
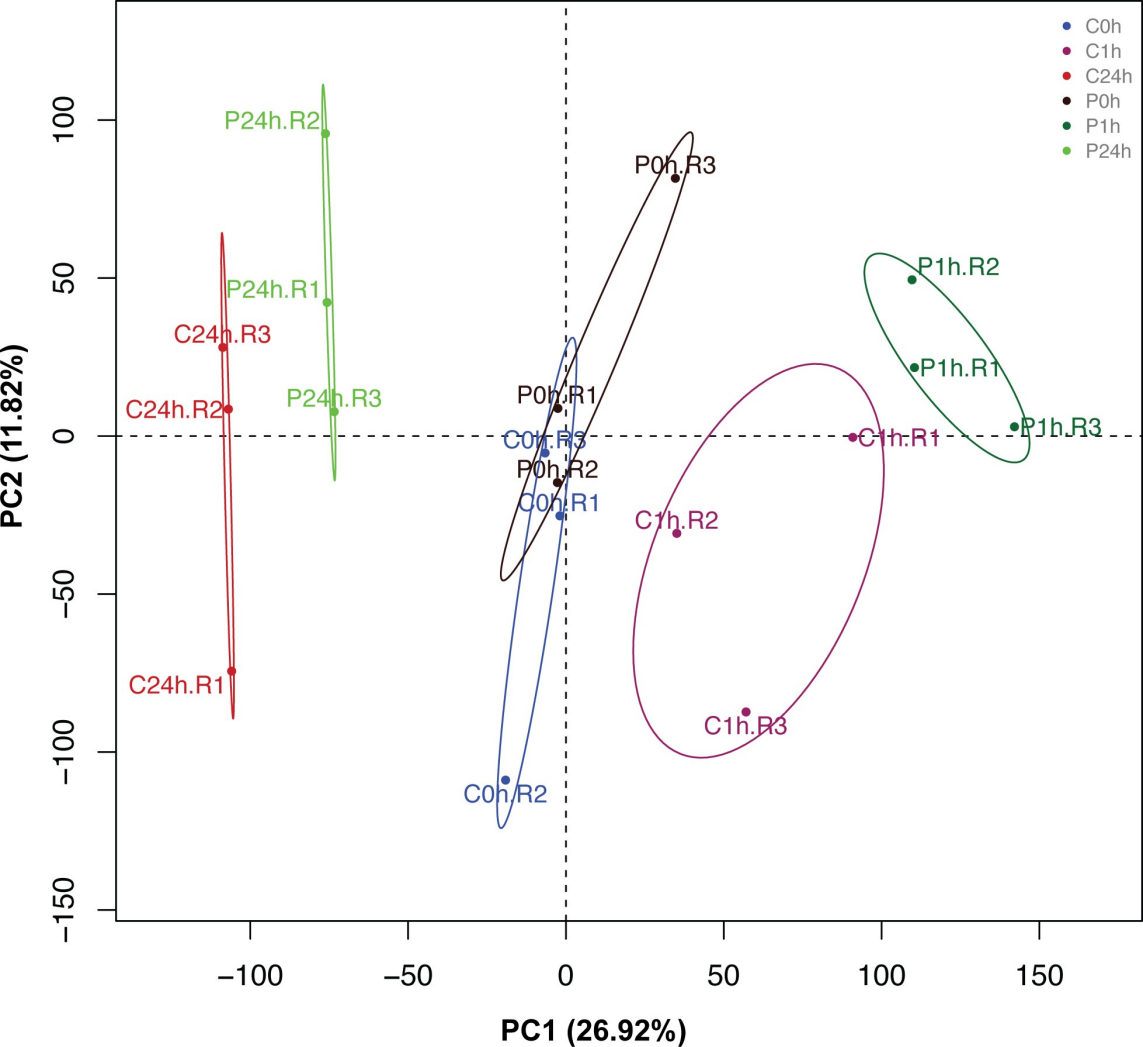
Principal component analysis (PCA) of global gene expression data in *Arabidopsis* plants inoculated or non-inoculated with *Paraburkholderia phytofirmans* PsJN before and after the challenge with *Pseudomonas syringae* DC3000. Colored dots denote each biological replicate. “C” and “P” indicate non-inoculated plants and *P*. *phytofirmans* PsJN-inoculated plants, respectively, while the number next to each dot indicates the sampling time. R indicates the replicate number of the Affymetrix chip.

The MapMan software [54] was utilized to have an overview of the pathways related to biotic stress which were affected by strain PsJN inoculation before *Pst* DC3000 infection and at 1 and 24 hpi. 

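At 0 hpi, single genes of several hormone and defense pathways differed between PsJN-inoculated and non-inoculated plants. The auxin response genes SAUR15 and IAA1 had log2 fold changes of 1.10 (standard error 0.24, adjusted p = 0.0268) and 0.68 (standard error 0.14, adjusted p = 0.0201). They were the 2 members past the test among 17 auxin response genes (3 higher when adjusted over the list alone; camera, adjusted p = 0.000486, and adjusted p = 0.304 with an estimated correlation; adjusted p = 0.126 over probe sets with a mean of at least 5), and 0 were past it without non-inoculated 1 hpi replicate 2 and PsJN-inoculated 0 hpi replicate 3, chosen after seeing the data. Among 26 genes of ethylene biosynthesis and signaling, ERF72, an ethylene response factor, was higher at 0.76 (standard error 0.19, adjusted p = 0.0428) (4 higher and 2 lower when adjusted over the list alone; camera, adjusted p = 0.233). EXPA1, an expansin that loosens the cell wall, was at 1.41 (adjusted p = 0.00981). Class III peroxidases act on the cell wall and hydrogen peroxide, and of 26 measured, PRX12 was higher at 0.37 (adjusted p = 0.0258), and PRX64 and PRX72 were lower at −0.79 (adjusted p = 0.0475) and −1.44 (adjusted p = 0.000387) (1 higher and 4 lower when adjusted over the list alone; camera, adjusted p = 0.233). In the salicylic acid list, GRX480, a glutaredoxin that binds TGA factors, was lower at −0.91 (adjusted p = 9.9e-05) and PR5 was higher. Of 28 genes of the jasmonate biosynthesis and MYC branch list, limma called 0, with 2 higher and 2 lower at an unadjusted p under 0.05, and of 38 WRKY genes limma called 0, with 6 higher and 3 lower at an unadjusted p under 0.05 (2 lower when adjusted over the list alone). The camera tests gave adjusted p = 0.643 for the jasmonate list and 0.961 for the WRKY list.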

Before the pathogen infection (Fig 3A), plants inoculated with strain PsJN showed partial activity of auxin, ET, brassinosteroids (BR), and JA signaling; as well as regulation of genes related to the cell wall; redox state; peroxidases, signaling, PR proteins and ERF, WRKY and MYB TFs. At one hpi, a high increase in the regulation of signaling related genes, abiotic stress, secondary metabolites, heat shock proteins and proteolysis was observed (Fig 3B). Additionally, a tendency towards an up-regulation (compared to 0 hpi) was observed in ET, redox state, peroxidases, and with the ERF, bZIP, MYB and WRKY TFs (Fig 3B). Accordingly to the previous analyses, the transcriptional changes decreased at 24 hpi in comparison to at 1 hpi (Fig 3C).

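Abscisic acid and water deficit genes were lower with PsJN at 1 hpi as a list, though not with an estimated correlation, and 2 of 23 were past the test (2 when adjusted over the list alone). RD22, a gene induced by dehydration, was at −1.27 (standard error 0.31, adjusted p = 0.0304) and CYP707A1, which breaks down abscisic acid, at −0.53 (adjusted p = 0.0358). The median was −0.51 (camera, adjusted p = 0.00312, and adjusted p = 0.539 with an estimated correlation), and over probe sets with a mean of at least 5 the adjusted p was 0.144. Of these 23 genes 0 were past the test without non-inoculated 1 hpi replicate 2 and PsJN-inoculated 0 hpi replicate 3, chosen after seeing the data. HSFA2, a heat shock factor, had a log2 fold change of −1.35 (standard error 0.72, adjusted p = 0.338). Of 22 genes of the heat shock response, a list written after S1 Table had been read, limma called 0, with 1 higher and 3 lower at an unadjusted p under 0.05. The heat shock list's median was −0.66 (camera, adjusted p = 0.00146, and adjusted p = 0.52 with an estimated correlation). Its adjusted p was 0.125 without non-inoculated 1 hpi replicate 1, 0.0698 without PsJN-inoculated 1 hpi replicate 1 and 0.212 over probe sets with a mean of at least 5. Among signaling genes, NPR1, the receptor of salicylic acid, was higher at 0.50 (standard error 0.10, adjusted p = 0.0142), and JAZ1, a repressor of the jasmonate response, was at −0.77 (adjusted p = 0.143).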

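At 1 hpi the peroxidase genes PRX69, PRX71 and PRX21 were higher with PsJN, with log2 fold changes of 2.31 (adjusted p = 0.000471), 2.22 (adjusted p = 0.0228) and 1.73 (adjusted p = 0.0101), and PRX72 was lower at −0.66 (adjusted p = 0.0471). Of 26 class III peroxidases, 3 were higher and 1 lower (6 higher and 4 lower when adjusted over the list alone; camera, adjusted p = 0.0626). The PsJN effect at 1 hpi minus that at 0 hpi had a median of 0.46 over these genes (camera, adjusted p = 0.00132, and adjusted p = 0.298 with an estimated correlation). The root markers, which include the peroxidase genes PRX7, PRX44, PRX57 and PRX73, moved the same way in this difference, with a median of 0.33 and 15 of 18 above zero (camera, adjusted p = 0.00132, and adjusted p = 0.505 with an estimated correlation). Of 26 ethylene genes, 3 were higher (3 when adjusted over the list alone): ERF72 at 0.82 (adjusted p = 0.0206), the ethylene receptor ERS1 at 0.50 (adjusted p = 0.0262) and CTR1, the kinase that represses ethylene signaling, at 0.35 (adjusted p = 0.0382). With non-inoculated 1 hpi replicate 2 and PsJN-inoculated 0 hpi replicate 3 left out, chosen after seeing the data, limma called 2 higher peroxidases and 0 of the 26 ethylene genes. WRKY2, WRKY21 and WRKY65 rose by 0.43 (adjusted p = 0.0257), 0.40 (adjusted p = 0.0285) and 0.55 (adjusted p = 0.0468). For the WRKY list the effect at 1 hpi minus that at 0 hpi had a median of 0.20 (camera, adjusted p = 0.00132, and adjusted p = 0.298 with an estimated correlation). Tested gene by gene, limma called 0 of the 26 peroxidases, 0 of the 26 ethylene genes and 0 of the 38 WRKY genes for a difference between 1 and 0 hpi. At an unadjusted p under 0.05 the effect was larger at 1 hpi for 6 peroxidases, 2 ethylene genes and 5 WRKY genes, and smaller for 1 peroxidase.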

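At 24 hpi, jasmonate and flavonoid genes were lower in PsJN-inoculated plants as lists, in camera with the preset correlation and not with an estimated one. JMT, which makes methyl jasmonate, had a log2 fold change of −0.96 (standard error 0.16, adjusted p = 0.006) and LOX4, a lipoxygenase of jasmonate synthesis, one of −0.93 (standard error 0.21, adjusted p = 0.0414). Of 28 genes of the jasmonate biosynthesis and MYC branch list, 2 were lower (5 when adjusted over the list alone), with a median of −0.47 (camera, adjusted p = 6.22e-11, and adjusted p = 0.147 with an estimated correlation). PAP1 (AT1G56650), a MYB factor that switches on anthocyanin synthesis, was at −2.02 (standard error 0.25, adjusted p = 0.000485), and UGT78D2, a flavonoid glucosyltransferase, at −0.57 (adjusted p = 0.0408). Of 17 flavonoid genes 2 were lower (6 when adjusted over the list alone), with a median of −0.48 (camera, adjusted p = 1.38e-08, and adjusted p = 0.125 with an estimated correlation). Of 23 abscisic acid genes limma called 0 (1 when adjusted over the list alone, 4 at an unadjusted p under 0.05, all lower), and the list was shifted (camera, adjusted p = 2.47e-06, and adjusted p = 0.438 with an estimated correlation). The list of class III peroxidases, with PRX69 at 1.31 (adjusted p = 0.0297), had an adjusted p = 0.0435 (camera), which became 0.253, 0.0832 and 0.0627 without non-inoculated 24 hpi replicate 1, PsJN-inoculated 24 hpi replicate 2 and PsJN-inoculated 24 hpi replicate 3, and adjusted p = 0.438 with an estimated correlation. The root markers, listed to follow the share of root tissue, were higher as a list, with 17 of 18 above zero and a median of 0.26 (camera, adjusted p = 0.000564, and adjusted p = 0.438 with an estimated correlation). As a list the root markers had an adjusted p = 0.348 without non-inoculated 24 hpi replicate 1 and 0.938 over probe sets with a mean of at least 5. For a difference of the PsJN effect between 24 and 1 hpi, limma called 1 probe set, that of AT1G29660, with 1573 at an unadjusted p under 0.05.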

**Fig 3:**
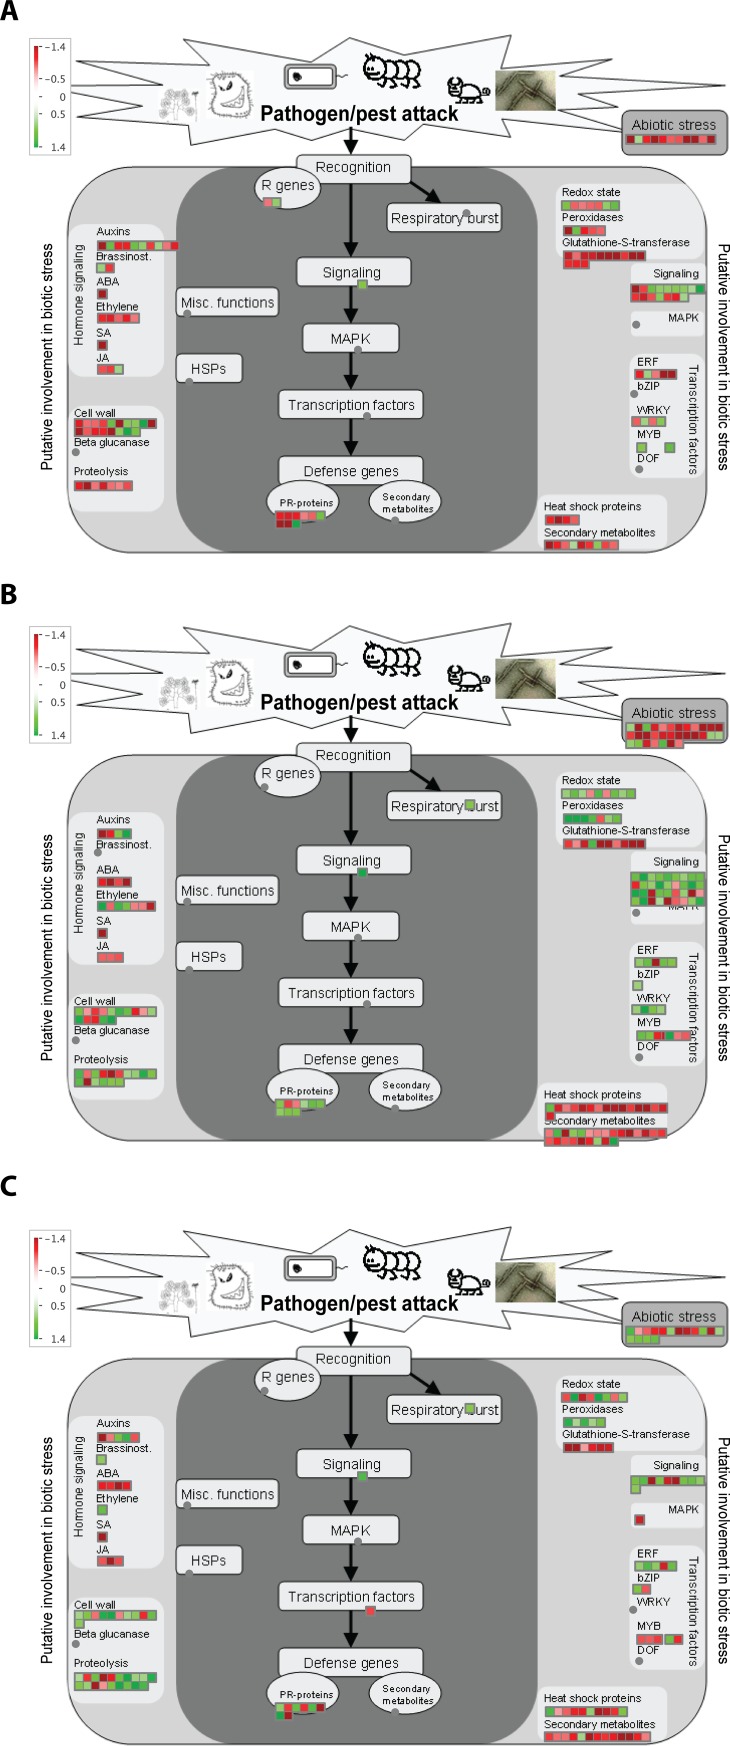
Biological processes affected by *Paraburkholderia phytofirmans* PsJN inoculation in *Arabidopsis* plants before and after the challenge with *Pseudomonas syringae* DC3000. MapMan software visualization of the defense functions affected in response to *P*. *phytofirmans* PsJN in *A*. *thaliana* plants before the challenge with *P*. *syringae* DC3000 (A); at 1-hour post infection (B) or at 24 hours post infection (C). Differential expressed genes were binned to MapMan functional categories with regard to pathogen/pest attack and Log2 fold changes values for each gene are represented. Up-regulated and down-regulated transcripts are shown in green and red, respectively.

Then, and to isolate the effects of *Pst* DC3000 infection, the transcriptional data were compared using the infection as a factor inside each group of PsJN-inoculated or non-inoculated plants (S3 Table; Fig 4). While non-inoculated plants showed a stronger response at 24 hpi than at 1 hpi (646 vs 159 genes, respectively), strain PsJN-inoculated plants responded earlier, regulating 560 genes at 1 hpi and showing a lower response magnitude at 24 hpi (415 genes) (Fig 4A). Thus, at 24 hpi, the magnitude of transcriptional changes was slightly lower (64%) in strain PsJN-inoculated plants compared with the non-inoculated ones (Fig 4A). Moreover, at one hpi, 13% of the genes regulated by strain PsJN inoculation were also regulated in non-inoculated plants and could be related only to the strain DC3000 infection; this shared response was 29.7% at 24 hpi (Fig 4B). 

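In non-inoculated plants, 1 h after infection, the flavonol synthase gene FLS1 was at a log2 fold change of −1.62 (standard error 0.28, adjusted p = 0.0155) against 0 hpi and the flagellin receptor gene FLS2 at 1.07 (standard error 0.21, adjusted p = 0.0233). In all 392 probe sets were past the test, 183 higher and 209 lower. At 24 hpi the anthocyanin regulator PAP1 (AT1G56650) was at 3.07 (standard error 0.25, adjusted p = 2.35e-06) and AOP2, an enzyme of glucosinolate side chains, at 2.50 (standard error 0.30, adjusted p = 6.09e-05), while ASN1 was at −3.80 (standard error 0.49, adjusted p = 0.000109), PHI1, a phosphate-induced gene, at −4.30 (adjusted p = 0.000285) and the touch gene TCH4, a cell wall enzyme, at −3.08 (adjusted p = 1.94e-05). This comparison had 2670 probe sets past the test, 1207 higher and 1463 lower. In PsJN-inoculated plants at 1 hpi, FTM1 was at 2.39 (standard error 0.57, adjusted p = 0.0112) and BCAT-2, a branched-chain amino acid transaminase, at 1.95 (standard error 0.55, adjusted p = 0.0261), and the glucosinolate genes FMOGS-OX3 and FMOGS-OX1 at −2.06 (adjusted p = 0.000587) and −1.96 (adjusted p = 0.000413). There 3328 probe sets were past the test, 1706 higher and 1622 lower. At 24 hpi in these plants, LSU2, a gene of sulfur deficiency, was at 2.23 (standard error 0.34, adjusted p = 0.00171) and WRKY40 at −1.96 (standard error 0.38, adjusted p = 0.00725), and 1662 probe sets were past the test, 718 higher and 944 lower. The groups' arrays did not overlap for 4705, 6068, 7260 and 5787 probe sets in these 4 comparisons, where chance gives 10%. Without non-inoculated 1 hpi replicate 2 and PsJN-inoculated 0 hpi replicate 3, chosen after seeing the data, the count at 1 hpi in non-inoculated plants was 768, and at 24 hpi in PsJN-inoculated plants 885. The former count was 182, 42 and 106 without non-inoculated 0 hpi replicates 1, 2 and 3, and 2, 586 and 68 without 1 hpi replicates 1, 2 and 3. For PsJN-inoculated plants the 1 hpi count was 2084 and 1938 without 0 hpi replicates 1 and 2 and 1358 without 1 hpi replicate 3, and the 24 hpi count was 1092 and 872 without 0 hpi replicates 2 and 3 and 762, 849 and 762 without 24 hpi replicates 1, 2 and 3. With only the arrays of each comparison in the fit, the count was 2 for non-inoculated plants at 1 hpi, 1603 for them at 24 hpi and 723 for PsJN-inoculated plants at 24 hpi.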

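At 24 hpi, genes of glucosinolate and flavonoid synthesis were higher as lists than at 0 hpi in plants with and without PsJN, and with an estimated correlation only the flavonoid list without PsJN was called. Of 14 aliphatic glucosinolate genes, 12 were higher in non-inoculated plants (13 when adjusted over the list alone) and 7 in PsJN-inoculated plants (9 when adjusted over the list alone). After non-inoculated 1 hpi replicate 2 and PsJN-inoculated 0 hpi replicate 3 were left out, chosen after seeing the data, 12 and 2 of the 14 were higher. FMOGS-OX3 was at 1.92 (standard error 0.28, adjusted p = 0.000303) without PsJN and 1.19 (standard error 0.28, adjusted p = 0.0192) with it. Of 17 flavonoid genes, 13 and 6 were higher (15 and 10 when adjusted over the list alone), with F3H, a flavanone hydroxylase, at 0.92 (adjusted p = 0.00298) and 0.87 (adjusted p = 0.0103). The camera tests of the glucosinolate list gave adjusted p = 1.83e-13 and 5.19e-08 (adjusted p = 0.237 and 0.251 with an estimated correlation), and those of the flavonoid list 1.34e-15 and 1.33e-08 (adjusted p = 0.0498 and 0.107 with an estimated correlation). Touch and wound genes were lower as a list, 9 of 20 without PsJN and 8 with it (10 and 10 when adjusted over the list alone; camera, adjusted p = 1.48e-06 and 5.19e-08, and adjusted p = 0.323 and 0.174 with an estimated correlation). In PsJN-inoculated plants the root markers rose (median 0.44; camera, adjusted p = 4.98e-05, and adjusted p = 0.304 with an estimated correlation) and the list of photosynthesis (green tissue) fell (median −0.08; camera, adjusted p = 0.0255, and adjusted p = 0.41 with an estimated correlation). The probe sets past the test in PsJN-inoculated plants numbered 62.2% of those in non-inoculated plants. The difference in response between the inoculations, tested as the PsJN effect at 24 hpi minus that at 0 hpi, was past the test in limma for 7 probe sets, 5 higher and 2 lower, with 1849 at an unadjusted p under 0.05. The 7 became 21 without PsJN-inoculated 0 hpi replicate 3 and 18 without non-inoculated 24 hpi replicate 2, and 24 without non-inoculated 1 hpi replicate 2 and PsJN-inoculated 0 hpi replicate 3, chosen after seeing the data.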

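At 1 hpi, flavonoid genes were lower and ethylene genes higher than at 0 hpi as lists in plants with and without PsJN, and none of these list calls held with an estimated correlation. CHI, a chalcone isomerase, was at −1.30 (adjusted p = 0.0269) in non-inoculated and −1.55 (adjusted p = 0.00225) in PsJN-inoculated plants, and CHS, the chalcone synthase at the entry of the pathway, at −0.88 (adjusted p = 0.0247) and −0.88 (adjusted p = 0.00476). Of 17 flavonoid genes, 7 and 12 were lower (8 and 14 when adjusted over the list alone; camera, adjusted p = 1.91e-07 and 1.72e-10, and adjusted p = 0.466 and 0.189 with an estimated correlation). The ethylene receptor gene ETR2 was at 1.03 (adjusted p = 0.0196) and 1.14 (adjusted p = 0.00192) and EBF2, which marks EIN3 for breakdown, at 1.00 (adjusted p = 0.0209) and 0.92 (adjusted p = 0.00513). Of 26 ethylene genes, 5 and 6 were higher (7 higher and 1 lower, and 7 higher and 1 lower, when adjusted over the list alone; camera, adjusted p = 0.00235 and 0.000347, and adjusted p = 0.566 and 0.246 with an estimated correlation). With PsJN the root markers were higher as a list as well (median 0.34; camera, adjusted p = 0.00679, and adjusted p = 0.692 with an estimated correlation). The low-energy list was higher without and with PsJN, with medians of 0.51 and 1.095 and 0 and 10 of 16 genes past the test. Its camera tests gave adjusted p = 0.0026 and 1.72e-10 (adjusted p = 0.96 and 0.246 with an estimated correlation). Both inoculations shared 285 probe sets of the same direction at 1 hpi, 123 higher and 162 lower (28.6 under independence), and 2 moved in opposite directions. The shared ones were 72.7% of those of non-inoculated plants and 8.30% of all probe sets past the test in either. Shared at 24 hpi were 1021, 385 higher and 636 lower (98.8 under independence), which were 38.2% of those of non-inoculated plants, 61.4% of those of PsJN-inoculated plants and 30.8% of all in either. The comparisons with and without PsJN use different arrays. At an adjusted p under 0.01, 1 probe set was shared at 1 hpi and 310 at 24 hpi.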

When GO that are overrepresented are compared between the treatments, different patterns related with PsJN inoculation can be observed (Fig 4C). For instance, at 1 hpi regulation of SA and JA was only observed in PsJN inoculated plants, as well as defense response and cell wall organization (Fig 4C). 

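In PsJN-inoculated plants, single genes of salicylic acid and jasmonate were past the test between 0 and 1 hpi. DMR6, which breaks down salicylic acid, rose with a log2 fold change of 0.62 (standard error 0.16, adjusted p = 0.0149), and ICS1, the isochorismate synthase that makes it, fell, at −0.58 (standard error 0.16, adjusted p = 0.0245). Of 22 genes of salicylic acid and systemic acquired resistance, 2 were higher and 2 lower (3 higher and 2 lower when adjusted over the list alone; camera, adjusted p = 0.734). In non-inoculated plants limma called 0 of them, with 1 higher and 5 lower at an unadjusted p under 0.05, and DMR6 was at −0.04 (adjusted p = 0.936) and ICS1 at −0.06 (adjusted p = 0.906). The jasmonate genes AOS, an allene oxide synthase, CLH1, a chlorophyllase induced by jasmonate, and LOX4 were lower with PsJN at −1.12 (adjusted p = 0.00639), −1.54 (adjusted p = 0.0111) and −1.37 (adjusted p = 0.00119). Of 28 genes of the jasmonate biosynthesis and MYC branch list, 4 were lower (4 when adjusted over the list alone; camera, adjusted p = 0.00679, and adjusted p = 0.692 with an estimated correlation). Over probe sets with a mean of at least 5 this jasmonate value was 0.212. Without PsJN limma called 0 of these jasmonate genes, with 3 lower at an unadjusted p under 0.05. Tested for a difference between the inoculations, limma called 0 of the salicylic acid genes (2 higher and 1 lower at an unadjusted p under 0.05) and 0 of the jasmonate genes (1 higher and 6 lower), and the camera test of the difference gave an adjusted p = 0.437 for the salicylic acid list and 0.00085 for the jasmonate list, the latter with a median of −0.30 and adjusted p = 0.457 with an estimated correlation. Root markers moved up in the same difference, with a median of 0.33 and 15 of 18 above zero (camera, adjusted p = 0.00132, and adjusted p = 0.505 with an estimated correlation). For the cell wall, XTR6, a xyloglucan enzyme, was at 1.94 (adjusted p = 0.0158) in PsJN-inoculated and −0.06 (adjusted p = 0.972) in non-inoculated plants.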

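At 24 hpi, jasmonate genes were higher as a list than at 0 hpi in non-inoculated plants, in camera with the preset correlation and not with an estimated one. LOX2, a lipoxygenase of jasmonate synthesis, was at 1.70 (adjusted p = 0.0297) without PsJN and −0.24 (adjusted p = 0.833) with it, and CLH1 at 2.78 (adjusted p = 0.000127) and 1.14 (adjusted p = 0.0706). Of 28 genes of the jasmonate biosynthesis and MYC branch list, 10 were higher in non-inoculated plants (13 when adjusted over the list alone; camera, adjusted p = 8.37e-07, and adjusted p = 0.349 with an estimated correlation). In PsJN-inoculated plants 1 was higher, JMT, and 1 lower, LOX4 (3 higher and 2 lower when adjusted over the list alone; camera, adjusted p = 0.675). The difference between the inoculations had a median of −0.53 over the jasmonate list (camera, adjusted p = 3.16e-08, and adjusted p = 0.323 with an estimated correlation), while limma called 0 of its genes singly, with 9 lower at an unadjusted p under 0.05 and 5 when adjusted over the list alone. The root markers, listed to follow the share of root tissue, moved up in the same difference, with a median of 0.50 and 17 of 18 above zero (camera, adjusted p = 5.43e-06, and adjusted p = 0.364 with an estimated correlation). From 0 to 24 hpi in PsJN-inoculated plants their median was 0.44 (camera, adjusted p = 4.98e-05, and adjusted p = 0.304 with an estimated correlation). In PsJN-inoculated plants 6 of 29 glutathione S-transferases were higher at 24 than at 0 hpi (11 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 3.26e-06, and adjusted p = 0.0999 with an estimated correlation), with GSTU22 at 1.25 (adjusted p = 0.00531), and in non-inoculated plants 2 were higher (2 when adjusted over the list alone; camera, adjusted p = 0.16). The difference had a median of 0.13 (camera, adjusted p = 0.00471, and adjusted p = 0.323 with an estimated correlation). The nitrate response list was higher at 24 than at 0 hpi in PsJN-inoculated plants, with 3 of 14 genes past the test (7 when adjusted over the list alone), all above zero and a median of 0.42 (camera, adjusted p = 3.33e-06, and adjusted p = 0.00719 with an estimated correlation), and without PsJN it was not called (camera, adjusted p = 0.45). Low-energy genes were lower in both as a list, 10 of 16 without PsJN and 8 with it (12 and 10 when adjusted over the list alone; camera, adjusted p = 5.16e-11 and 1.93e-06, and adjusted p = 0.252 and 0.251 with an estimated correlation), and the difference had a median of 0.49 (camera, adjusted p = 4.22e-05, and adjusted p = 0.464 with an estimated correlation). With PsJN, 3 glutathione S-transferases and 1 gene of the nitrate response were higher and 4 low-energy genes lower without non-inoculated 1 hpi replicate 2 and PsJN-inoculated 0 hpi replicate 3, chosen after seeing the data.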

A similar situation was observed at 24 hpi, were GO are qualitatively different in plants that were previously inoculated with PsJN (Fig 4C).

**Fig 4:**
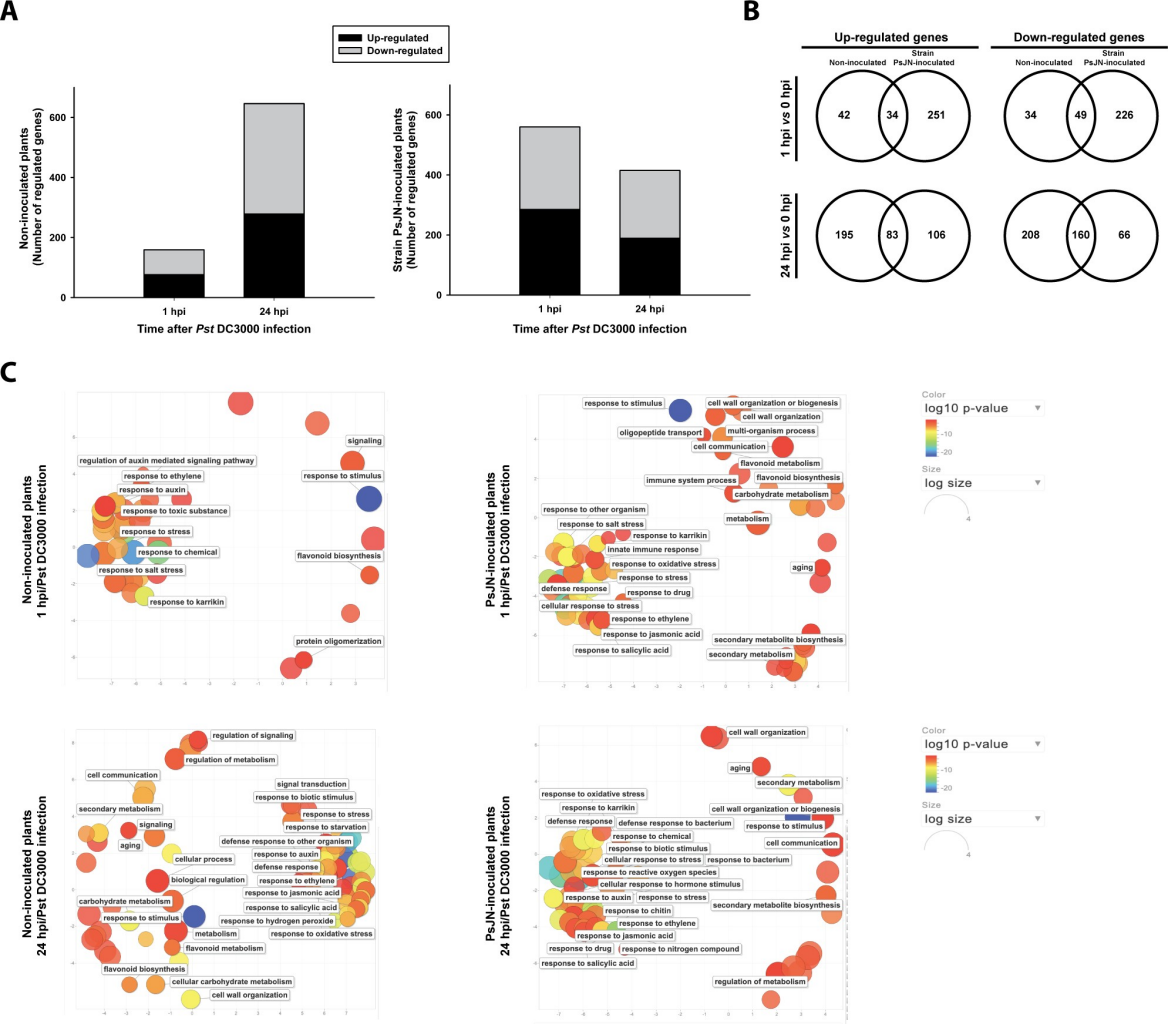
Gene regulation induced by *Pseudomonas syringae* DC3000 in *Arabidopsis* plants inoculated or non-inoculated with *Paraburkholderia phytofirmans* PsJN. Number of regulated genes at 1 and 24 hours post-infection (hpi) with *Pst* DC3000 in plants that were previously inoculated with strain PsJN (PsJN-inoculated plants, right panel in A) or were not inoculated with the same strain (Non-inoculated plants, left panel in A), all data were compared to 0 hpi (Rank-product, adjusted *p*<0.05) (B) Venn diagrams of the data presented in (A) showing the overlap of genes that were either up- or down-regulated in *Arabidopsis* plants inoculated or non-inoculated with strain PsJN at 1 and 24 hpi of *Pst* DC3000 infection. Panel (C) shows biological processes affected by *Pst* DC3000 infection in PsJN- and non-inoculated plants (right and left panel, respectively) at 1 (upper figures) or 24 hpi (bottom figures). Gene Ontologies (GO) terms significantly enriched for biological processes (*p<*0.01) are represented by circles and clustered according to semantic similarities using the Revigo tool. Circle sizes are proportional to the number of genes in each GO term, whereas the color scale indicates the Log_10_ *p-*value obtained in the enrichment analysis (red higher, blue lower).

### TFs regulated by *P*. *phytofirmans* PsJN, and their associated networks, during ISR response to a virulent pathogen

To identify the TFs regulated in this ISR response, the DEGs at 1 hpi in inoculated plants (the treatment with major transcriptional changes) were compared with the *Arabidopsis* TFs described in Jin et al. [55] and Pérez-Rodríguez et al. [56] using the Virtual Plant platform [52]. 

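At 1 hpi, transcription factor genes of several families differed between PsJN-inoculated and non-inoculated plants. ANAC047, a NAC factor, had a log2 fold change of 2.16 (standard error 0.34, adjusted p = 0.00312). GATA2, a factor of light responses, was at 0.79 (adjusted p = 0.0468). The bHLH genes BHLH129 and BNQ2 were at 1.99 (adjusted p = 0.0112) and 1.04 (adjusted p = 0.0158). AT4G39780 and AT3G60490, of the DREB group of ERF/AP2 factors, were at 1.11 (adjusted p = 0.0101) and 1.04 (adjusted p = 0.00185). Among the genes that were lower, the iron factors BHLH039 and BHLH101 were at −3.96 (standard error 0.56, adjusted p = 0.00133) and −3.73 (standard error 0.62, adjusted p = 0.00464). BBX18, a B-box factor of light and heat responses, was at −0.78 (adjusted p = 0.0188). ORA47, an ERF/AP2 factor that activates jasmonate synthesis, was at −1.51 (adjusted p = 0.0889), and ZAT12, a zinc finger factor of the response to reactive oxygen, at −0.89 (adjusted p = 0.0776).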

Thirty-one TFs coding genes were identified as up-regulated, belonging to several gene families, and 17 genes were down regulated. Table 1 indicates their fold changes and *p*-values at 0, 1 and 24 hpi. Here, some gene families possessed genes both up- and down-regulated, such as, bHLH, ERF/AP2, MYB, and NAC, whereas families such as WRKY presented only up-regulated members and others only down-regulated ones (i.e. C2H2).

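Of the 48 transcription factor genes of Table 1, 47 were measured by a probe set of a single locus, and all 47 had the direction given there. At 1 hpi, 27 were past the test, 20 of 30 measured higher ones and 7 of 17 lower ones, and 46 when adjusted over the list alone. The study chose these genes on the same arrays, so their direction is not independent evidence. Among 5 bHLH genes 3 were higher and 2 lower, among 3 MYB genes MYB31 was higher and MYB29 lower, and among 6 NAC genes ANAC047 was higher and ANAC102 and ANAC032 were lower. Of 8 ERF/AP2 genes 3 were higher, and ESE3, at −0.79 (adjusted p = 0.0682), was among the ERF/AP2 genes not past the test. Of 4 WRKY genes 2 were higher. The count of 27 was 15 without non-inoculated 1 hpi replicate 2 and 16 without PsJN-inoculated 1 hpi replicate 3. The methods' procedure as read here, rank product within genes selected at an adjusted analysis of variance p under 0.01, called 13. It called 208 probe sets at 1 hpi, fewer than the paper reports, where rank product over all probe sets called 634. The 13 therefore need not be what the authors' own selection gives.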

**Table 1:** Transcription factors coding genes regulated by *Paraburkholderia phytofirmans* PsJN at 1 hour post infection (hpi) with *Pseudomonas syringae* Pst DC3000 *in Arabidopsis thaliana plants*, and their fold changes and *p-*values before the infection (0 hpi) and at 24 hpi.

			Fold change (Log2)/*p* value		
Gene family	Locus	Name	0 hpi	1 hpi	24 hpi
**UP-REGULATED GENES**					
ARR	At1g67710	*ARR11*	NS	0.88/0.02	NS
ARR	At1g19050	*ARR7*	NS	0.78/0.04	NS
bHLH	At2g43140	*BHLH129*	NS	1.99/0	1.18/0.01
bHLH	At1g05805	*AKS2*	NS	1.07/0.01	0.71/0.05
bHLH	At5g15160	*BHLH134*, *BNQ2*	1.19/0	1.04/0.01	NS
bZIP	At5g49450	*ATBZIP1*	NS	0.78/0.05	1.25/0.01
bZIP	At1g13600	*ATBZIP58*	NS	0.77/0.04	NS
CCCH	At2g05160	*CCCH-type zinc finger family protein with RNA-binding domain-containing protein*	0.7/0.04	1/0.01	NS
ERF/AP2	At3g16770	*ATEBP*, *EBP*, *ERF72*, *RAP2*.*3*, *RELATED TO AP2 3*	0.76/0.03	0.82/0.03	NS
ERF/AP2	At4g39780	*member of the DREB subfamily A-6 of ERF/AP2 transcription factor family*	NS	1.11/0.01	NS
ERF/AP2	At3g60490	*member of the DREB subfamily A-4 of ERF/AP2 transcription factor family*	NS	1.04/0.01	NS
ERF/AP2	At1g06160	*ERF59*, *ORA59*	NS	0.98/0.02	NS
ERF/AP2	At1g36060	*WIND3*	NS	0.9/0.04	NS
GARP	At1g13300	*TNIGT1*, *HRS1*, *NIGT1*.*4*	NS	0.87/0.02	NS
GATA	At2g45050	*GGATA2*	NS	0.79/0.03	NS
KANADI	At5g42630	*KAN4*, *KANADI 4*	NS	0.92/0.02	NS
**MYB**	**At1g74650**	***ATMYB31***	**NS**	**1.1/0.01**	**NS**
MYB-like	At5g06800	*myb-like HTH transcriptional regulator family protein*	NS	0.8/0.04	NS
NAC	At3g04070	*ANAC047*	NS	2.16/0	NS
NAC	At1g69490	*ANAC029*	0.83/0.03	1.02/0.02	NS
NAC	At3g15500	*ANAC055*, *ATNAC3*	NS	0.85/0.04	NS
PLATZ	At1g76590	*PLATZ transcription factor family protein*	NS	1.2/0.01	NS
WRKY	At5g07100	*ATWRKY26*	NS	1.51/0	NS
**WRKY**	**At4g18170**	***ATWRKY28***	**NS**	**0.94/0.04**	**NS**
WRKY	At5g52830	*ATWRKY27*	NS	0.79/0.04	NS
WRKY	At4g01720	*ATWRKY47*	NS	0.78/0.05	NS
U	At1g32540	*LOL1*	1.14/0	1.08/0.01	0.88/0.22
U	At5g02810	*APRR7*	NS	0.91/0.02	NS
U	At2g19810	*ATOZF1*, *ATTZF2*	NS	0.8/0.04	NS
U	At4g29190	*ATOZF2*, *TZF3*	NS	0.76/0.04	NS
U	At4g29080	*IAA27*, *PAP2*	NS	0.69/0.05	NS
**DOWN-REGULATED GENES**					
B-BOX ZINC FINGER	At2g21320	*BBX18*	NS	-0.78/0.04	NS
bHLH	At5g04150	*BHLH101*	-3.13/0	-3.73/0	-2.77/0
bHLH	At3g56980	*BHLH039*, *ORG3*	-3.31/0	-3.96/0	-3.26/0
C2H2	At5g59820	*ATZAT12*, *RHL41*, *ZAT12*	NS	-0.89–0.02	NS
CCAAT-HAP5	At1g56170	*ATHAP5B*, *HAP5B*, *NF-YC2*	NS	-0.9/0.02	-1.12/0.01
ERF/AP2	At5g25190	*ESE3*	NS	-0.79/0.04	NS
**ERF/AP2**	**At4g34410**	***ERF109*, *RRTF1***	**NS**	**-0.8/0.03**	**NS**
ERF/AP2	At1g74930	*ORA47*	NS	-1.51/0	NS
HSF	At2g26150	*ATHSFA2*	NS	-1.35/0.01	NS
MYB	At5g07690	*ATMYB29*, *PMG2*, *RAO7*	NS	-1.09/0.01	NS
MYB	At1g18710	*ATMYB47*	NS	-1.34/0	NS
MYB-like	At1g01520	*ASG4*, *REV3*	NS	-0.83/0.03	-1.06/0.02
**MYB-related**	**At1g01060**	***LHY*, *LHY1***	**NS**	**-0.91/0.02**	**NS**
NAC	At1g01720	*ANAC002*, *ATAF1*	NS	-0.95/0.01	-1.24/0.01
NAC	At5g63790	*ANAC102*	-0.94/0.03	-1.02/0.01	-1.23/0.01
NAC	At1g77450	*ANAC032*	-1.67/0	-1.74/0	NS
U	At1g19180	*ATJAZ1*, *TIFY10A*	NS	-0.77/0.04	NS

U: Undetermined (gene families were assigned using TAIR). NS: Non-statistically significant. Genes in bold are those identified as central hubs in network analyses. Families marked with the same color have members both up- and down-regulated.

Then, a network inference analysis was performed with DEGs in PsJN-inoculated plants at 1 hpi. We included protein-DNA interactions based on the DAP-seq database [59] and a gene co-expression database [58]. As shown in Fig 5, a network comprising 500 genes with 975 interactions was generated with the DEGs, showing their putative regulatory interactions. Genes were represented as nodes that are connected by edges based on their regulatory interactions. We identified four co-expression clusters using the community cluster (Glay) algorithm in ClusterMaker tools [61; 62]. LHY1, WRKY28, MYB31 and a Redox-responsive TF (RRTF1/ERF109) were the most connected and central TFs within each co-expression cluster (Fig 5). Additionally, inside each module we found several TFs and other signaling components. In addition, statistically overrepresented biological functions in the four modules using a hypergeometric test in Clue-GO tools (adjusted p<0.05 by FDR) [63] were described. 

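At 1 hpi LHY, a MYB-related factor of the circadian clock, was at 6.90 ± 0.26 with PsJN and 7.81 ± 0.18 without (log2 values, SD, n = 3). MYB31 was at 2.66 ± 0.52 and 1.56 ± 0.06, WRKY28 at 4.37 ± 0.54 and 3.43 ± 0.44, and RRTF1, an ERF factor of redox responses, at 1.27 ± 0.07 and 2.07 ± 0.26. LHY and MYB31 were past the test at 1 hpi, and WRKY28 and RRTF1 were not. The levels of MYB31 and RRTF1 are close to the background of the arrays, so the sizes of their changes are uncertain. By qRT-PCR on the same RNAs the paper reports MYB31 as up-regulated and LHY and RRTF1 as down-regulated at 1 hpi. WRKY28 was not detected there. The network also draws on databases of co-expression and of DNA binding, which were not used here.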

Cluster 1, containing 130 genes putatively regulated by WRK28, was statistically enriched in genes associated with ethylene biosynthesis process, response to JA and defense response. 

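MYB47, a MYB factor, had a log2 fold change of −1.34 (standard error 0.61, adjusted p = 0.245) at 1 hpi, and its level was 1.48 ± 0.38 with PsJN and 2.82 ± 0.55 without (log2 values, SD, n = 3). ANAC102, a NAC factor of the chloroplast stress response, was lower at each time, at −0.94 (adjusted p = 0.00688) at 0 hpi, −1.02 (adjusted p = 0.00412) at 1 hpi and −1.23 (adjusted p = 0.00101) at 24 hpi. ANAC047 was at 0.32 (adjusted p = 0.734) at 0 hpi and 0.54 (adjusted p = 0.592) at 24 hpi, and at 1 hpi its level was 6.05 ± 0.72 with PsJN and 3.89 ± 0.25 without. A difference of the PsJN effect on ANAC047 between 1 and 0 hpi was not past the test, at 1.83 (adjusted p = 0.244).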

Consistent with this functional analysis, MYB47, ANAC102 and ANAC047 were comprised within this module. These TFs have been shown to be involved in JA/ET signaling pathways [67–69]. Therefore, this module also includes the TFs MYB29 and WRKY47, associated with stress and defense response, respectively [70,71]. 

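MYB29, which switches on aliphatic glucosinolate synthesis, was lower with PsJN at 1 hpi, with a log2 fold change of −1.09 (standard error 0.21, adjusted p = 0.0103). It was at 0.56 (adjusted p = 0.214) at 0 hpi and −0.28 (adjusted p = 0.685) at 24 hpi. MYB28, its close relative with the same targets, was at −0.54 (standard error 0.16, adjusted p = 0.0623) at 1 hpi. WRKY47 had a log2 fold change of 0.78 (standard error 0.25, adjusted p = 0.0902) at 1 hpi, 0.61 (adjusted p = 0.265) at 0 hpi and 0.53 (adjusted p = 0.448) at 24 hpi, and over the 3 times together it was higher, at 0.64 (adjusted p = 0.0105). WRKY47 was called at 1 hpi by rank product over all probe sets, which made 77 calls in simulated arrays with nothing added.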

Remarkably, the network includes important functions for plant defense against pathogens, such as the responses to chitin and reactive oxygen species (clusters 2 and 3). Moreover, genes related to abscisic acid (ABA) and SA stimulus, ET signaling, light response and detoxification were also identified as overrepresented in these modules.

**Fig 5:**
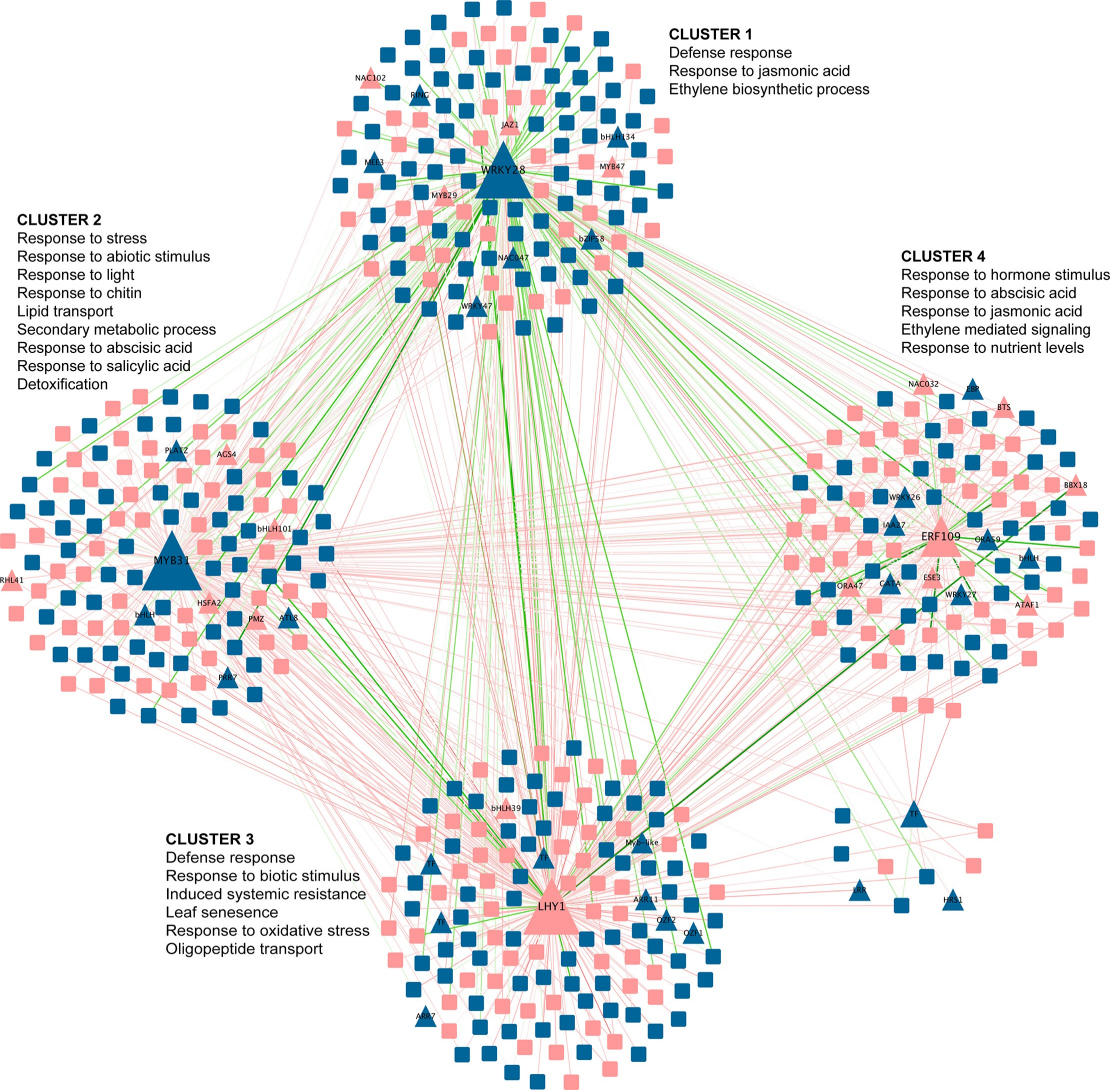
*Pseudomonas syringae* DC3000-responsive regulatory gene network influenced by the inoculation with *Paraburkholderia phytofirmans* PsJN 1 hour post infection (hpi). Network analysis of genes with significant differential expression due to inoculation with strain PsJN at 1 hpi with *Pst* DC3000 (*p*<0.05 corrected by FDR). Genes are presented as triangles (transcription factors, TFs) and squares (target genes). Colors are used to distinguish up-regulated (blue) and down-regulated (pink) genes. The size of triangle represents the number of putative connections (target genes). Clustering analysis grouped by topology the four TFs most connected (LHY1, WRKY28, MYB31 and Redox-responsive TF). Statistically overrepresented biological functions of the four modules identified in cluster analysis are presented next to each cluster. Lines indicate predicted positive (green) or negative (red) co-expression regulation.

The same RNAs used for the transcriptome-profiling assay were used to analyze the expression of five TFs by qRT-PCR, and their expression patterns were studied at 1 and 24 hpi (Fig 6). Similar expression patterns were obtained in comparison with the data obtained by Affymetrix (Table 1), except with *WRKY28*, which was not detected by qRT-PCR. Here *MYB31* was up regulated by PsJN at 1 hpi and non-regulated at 24 hpi (Fig 6A). *LHY*, *BHLH039* and *RRTF1/ERF109* showed a down-regulation pattern at 1 hpi (Fig 6B). 

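BHLH039, a bHLH factor that acts with FIT on iron uptake, was at 3.76 ± 1.07 in PsJN-inoculated plants at 24 hpi and 7.02 ± 0.78 in non-inoculated plants (log2 values, SD, n = 3), a log2 fold change of −3.26 (standard error 0.56, adjusted p = 0.00774). At 0 hpi it was −3.31 (adjusted p = 0.0047). Other iron genes were lower at 24 hpi: PYE, a bHLH factor of the iron deficiency response, at −1.33 (adjusted p = 0.00715), ZIF1, a vacuolar transporter of nicotianamine, at −1.34 (adjusted p = 0.0108) and ORG1 (AT5G53450), which is induced by iron deficiency, at −2.45 (adjusted p = 0.000579). Of the 21 genes of the iron deficiency response, 11 were lower at this time (13 when adjusted over the list alone), with a median of −1.34 (camera, adjusted p = 1.79e-19, and adjusted p = 0.0538 with an estimated correlation). Of 10 genes of iron storage 0 were past the test at 24 hpi (3 higher when adjusted over the list alone; camera, adjusted p = 0.000711, and adjusted p = 0.438 with an estimated correlation). A fit on the 6 arrays of 24 hpi alone has the same log2 fold change for BHLH039, −3.26, with another estimate of the spread, and did not call it.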

Concordantly with the Affymetrix analysis, *BHLH039* remained down regulated at 24 hpi (Fig 6B). Additionally, the expression pattern of *PDF1*.*2* (*PLANT DEFENSIN 1*.*2*) was also analyzed, as a marker that has been associated to PsJN inoculation in our previous studies [34, 41], finding an up-regulation (not-statistically significant) at 1 hpi (Fig 6A).

**Fig 6:**
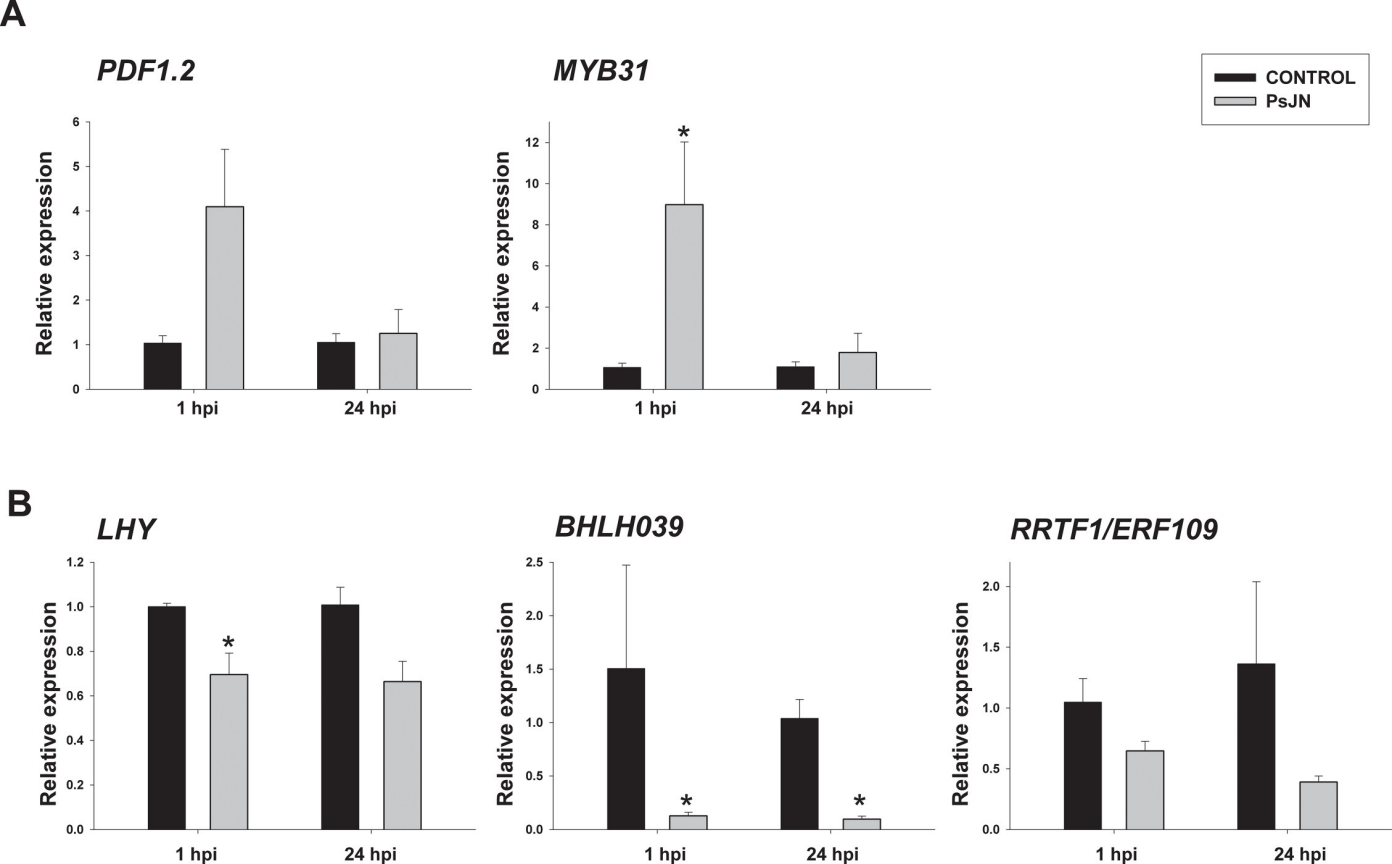
Temporal quantitative real-time PCR of selected transcription factors-coding genes and *PDF1*.*2* in *Arabidopsis* in response to *Paraburkholderia phytofirmans* PsJN inoculation after a challenge with *Pseudomonas syringae* DC3000 strain. Relative gene expression of selected genes at 1 and 24 hours post infection (hpi) with strain Pst DC3000 in plants that were inoculated (gray bars) or not (control, black bars) with strain PsJN. Genes with an up-regulated pattern at 1 hpi are shown in (A). Those with a down-regulated pattern at 1 hpi are shown in (B). Data are means ± SE of three biological replicates per treatment and two technical replicates. Normalization was performed with the housekeeping *TIP4* gene. Asterisk indicates statistical significance among treatments in a particular time (One way ANOVA, *p*<0.05).

## Discussion

### A fast and specific molecular response support strain PsJN-induced resistance to *P*. *syringae* DC3000

It is well documented that some PGPR can increase plant resistance to several pathogens through ISR, in a manner that is highly dependent on the combination of the particular PGPR strain, the plant species and even the pathogen [13,72]. However, the molecular mechanisms underlying these complex inter-kingdom interactions are far from being elucidated. Some studies have reported transcriptomic changes in plants after the inoculation with a beneficial microorganism (usually *Pseudomonas*) that are able to induce ISR [21,73–79]. Still, just a few have described the molecular changes after the challenge with a pathogen [74,80–82] and as far as we know, none of these studies report the molecular changes in the early stages of the priming response (i.e. 1 hpi).

As sessile organisms, plants have to adapt themselves, using their molecular armory, in order to tolerate or resist several kinds of environmental stresses. In these responses, it seems that the celerity to respond is the pivotal element between success and failure [83–85]. For instance, *P*. *phytofirmans* PsJN accelerates the reaction to salt stress from 24 to 1 hour in *Arabidopsis* plants, inducing the accumulation of protective osmolytes, regulating ABA and JA signaling pathways and affecting the transcription of specific ion transporters [33]. All these accelerated responses are associated with better performance and recovery under short-term or sustained salt-stress in plants [33].

We previously demonstrated that the same strain protects *Arabidopsis* plants from the virulent pathogen *P*. *syringae* DC3000 trough ISR [41]. Here, we found that strain PsJN regulates 405 genes 13 days after sowing, which is in agreement with the transcriptional changes reported by Poupin et al. [34] in the same plant model. These genes correspond to approximately 1.8% of the analyzed *Arabidopsis* transcriptome, and could partly explain the primed state in the strain PsJN-inoculated plants. 

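The 525 probe sets past the test at 0 hpi were 2.31% of the 22746 tested. Besides iron and detoxification genes they included the nitrate reductase gene NIA2, at a log2 fold change of −0.74 (standard error 0.18, adjusted p = 0.0448), and RFNR2, a ferredoxin-NADP reductase that feeds electrons to nitrite reduction, at −1.12 (standard error 0.25, adjusted p = 0.0272). Of 14 genes of the nitrate response, these 2 were lower (1 higher and 4 lower when adjusted over the list alone; camera, adjusted p = 0.00569, and adjusted p = 0.0608 with an estimated correlation), and without PsJN-inoculated 0 hpi replicate 2 the list's adjusted p was 0.0586. Neither NIA2 nor RFNR2 was past the test without non-inoculated 1 hpi replicate 2 and PsJN-inoculated 0 hpi replicate 3, chosen after seeing the data. HSFA7A, a heat shock factor, was at −0.61 (adjusted p = 0.0361), and the heat shock list, written after S1 Table had been read, had a median of −0.69 over 22 genes (camera, adjusted p = 0.00178, and adjusted p = 0.752 with an estimated correlation). Without PsJN-inoculated 0 hpi replicate 3 the heat shock value was 0.193. Photosynthesis genes had a median of 0.13 over 9 genes, of which limma called 0 and 5 were higher at an unadjusted p under 0.05 (camera, adjusted p = 0.00313, and adjusted p = 0.53 with an estimated correlation). CASP1, a root endodermis protein, was lower at −0.95 (adjusted p = 0.0272), the 1 member past the test among 18 root markers (3 lower when adjusted over the list alone; camera, adjusted p = 0.0566).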

The highest transcriptional changes occurred 1 hour after the challenge of these plants with the pathogen, where strain PsJN regulated 645 genes (1 hpi); later that regulation was reduced to 420 genes (24 hpi). 

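The largest counts were at 1 hpi, where the probe sets past the test were 4.29% of those tested, against 1.33% at 24 hpi. The margin depended on the setting. With 1 array of the comparison left out the counts ranged from 257 to 469 at 0 hpi, from 280 to 1293 at 1 hpi and from 109 to 256 at 24 hpi. The methods' procedure as read here gave 175, 208 and 207, and need not be what the authors ran. Rank product over all probe sets gave 417, 634 and 416, near the paper's counts and largest at 1 hpi. That method made 77 calls in simulated arrays with nothing added. A gene past the test at 1 time and not at another need not differ between the times, so the PsJN effects were also tested against each other. Between 1 and 0 hpi, 3 probe sets differed: that of SFP2, a sugar transporter, with PsJN effects of 0.16 at 0 hpi and −0.51 at 1 hpi, that of AT1G29660, with 0.12 and −0.94, and a probe set shared by AT1G14870 and AT1G14880, with −1.03 and 0.30 (adjusted p = 0.0426 for each). They are named because so few passed, a choice made after their values were seen. Between 24 and 0 hpi, 7 differed, among them BT5, a BTB protein, with −0.05 at 0 hpi and 1.26 at 24 hpi, HHO3, a repressor in the nitrate response, with −0.25 and 0.83, and XTH30, a cell wall enzyme, with −0.75 and 0.34. At an unadjusted p under 0.05 these limma tests gave 2250 and 1849 probe sets. The count of 3 was 43 without PsJN-inoculated 0 hpi replicate 3 and 8 without that array and non-inoculated 1 hpi replicate 2, chosen after seeing the data. With array weights, which give less weight to arrays far from their group, it was 20.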

Recently, Wang et al. [78] compared the molecular responses of *Arabidopsis* plants to the ISR-inducing strain, *Bacillus cereus* AR156 with those to flg22, a pathogen-associated molecular pattern able to induce plant immunity. They found that both treatments co-regulate a high number of genes, suggesting that the defense responses triggered by AR156 are similar to the basal defense responses triggered by this molecular pattern. Here, a PCA showed a clear separation between the plant responses to infection associated to a previous inoculation with PsJN (Fig 2), and only 13% and 29.7% of the DEGs were co-regulated by PsJN and *Pst* DC3000 at 1 and 24 hpi, respectively (Fig 4B). Concordantly, a PsJN mutant strain lacking its flagella (*PsJN ΔfliA*) is still able to significantly protect *Arabidopsis* plants from an infection with strain DC3000 [41]. In this context, two hypotheses arise, (1) strain PsJN is accelerating the same response that occurs later in non-inoculated plants (24 hpi), and basically the regulated genes are the same or (2), strain PsJN triggers a different plant response, in time and quality, when plants face the pathogen. Interestingly, when the DEGs are compared having *Pst DC3000* as the factor inside each group of strain PsJN- and non-inoculated plants (as shown in Fig 4), only 11 genes that were regulated by strain PsJN at 1 hpi were also regulated at 24 hpi in non-inoculated plants, supporting the second hypothesis (S3 Table, intersection). Of these eleven genes, two were up-regulated; the first one corresponds to *LEGUME LECTIN FAMILY PROTEIN (LEC)*, which is associated to the JA/ET signaling pathways [86]. 

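Genes that rose within 1 h in PsJN-inoculated plants were mostly not those that rose by 24 hpi in non-inoculated plants. AKINBETA1, a subunit of the energy-sensing kinase SnRK1, was at 1.12 (adjusted p = 0.00151) at 1 hpi with PsJN and at −1.68 (adjusted p = 2.43e-05) at 24 hpi without it. MCCA, of leucine breakdown, was at 1.69 (adjusted p = 0.00141) and −1.29 (adjusted p = 0.00477), and EIN3, the central factor of ethylene responses, at 0.35 (adjusted p = 0.00581) and −0.29 (adjusted p = 0.0166). In the other direction, MYB29 was at −1.71 (adjusted p = 0.000431) and 1.15 (adjusted p = 0.00197), the sulfotransferase gene SOT18 at −0.77 (adjusted p = 0.0097) and 1.12 (adjusted p = 0.000607), the clock gene CCA1 at −0.67 (adjusted p = 0.0215) and 0.61 (adjusted p = 0.0377) and JMT at −0.86 (adjusted p = 0.00296) and 1.95 (adjusted p = 2.35e-06). Of 14 glucosinolate genes, 10 were lower at 1 hpi with PsJN (11 when adjusted over the list alone; camera, adjusted p = 4.91e-10, and adjusted p = 0.246 with an estimated correlation). Of 16 low-energy genes, 10 were higher (11 when adjusted over the list alone; camera, adjusted p = 1.72e-10, and adjusted p = 0.246 with an estimated correlation). The root markers, listed to follow the share of root tissue, also moved up at 1 hpi with PsJN, with 3 of 18 higher (4 when adjusted over the list alone), 14 above zero and a median of 0.34 (camera, adjusted p = 0.00679, and adjusted p = 0.692 with an estimated correlation). GI, a clock gene, rose in both comparisons, at 0.36 (adjusted p = 0.0382) and 0.47 (adjusted p = 0.0108), and TCH2, a calmodulin-like gene induced by touch, fell in both, at −0.87 (adjusted p = 0.022) and −1.22 (adjusted p = 0.00289). In total 48 probe sets moved in the same direction, 15 higher and 33 lower, where 195 would be shared by independent lists of these sizes, and 931 moved in opposite directions. Across probe sets the fold changes had a Pearson's r of −0.461, where probe sets are not independent replicates. The shared number was 8 at an adjusted p under 0.01. The comparisons share no arrays, though the spread of each probe set is estimated over all 18. The paper sets 2 hypotheses against each other, that PsJN accelerates the response that non-inoculated plants show later or that it triggers a different response. It gives the small number of shared genes as supporting the second. Reversals between 1 and 24 hpi also occurred within each inoculation. Against 0 hpi the low-energy medians were 0.51 and −1.142 without PsJN and 1.095 and −0.743 with it. Those of the flavonoid list were −0.527 and 1.082 without PsJN and −0.879 and 0.732 with it. For these lists the opposite directions follow the sampling time, so the count does not decide between the hypotheses.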

The second gene was *AZI1*, which is involved in the plant immune defense priming not only under biotic stress (Systemic acquired resistance, SAR) [87] but also under abiotic stresses such as drought [88]. *AZI1* encodes for a lipid transfer protein (LTP)-like protein, belonging to the *EARLY ARABIDOPSIS ALUMINIUM-INDUCED GENE1 (EARLI1)* gene subfamily [89] and its role for long-distance signals related to SAR is the best documented so far [90]. Cecchini et al. [87] demonstrated that after inoculation of roots with the PGPR *P*. *fluorescens*, only the wild type plants but not the *azi1-1* mutants, showed a significant reduction of *P*. *syringae* growth in distal-infected leaves, indicating an essential role for this gene also in ISR. 

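AZI1, a lipid-transfer-like gene of systemic acquired resistance, was at 6.92 ± 1.25 at 0 hpi and 8.07 ± 1.43 at 1 hpi in PsJN-inoculated plants (log2 values, SD, n = 3), a log2 fold change of 1.15 (standard error 1.02, adjusted p = 0.522). In non-inoculated plants it was at 3.95 ± 0.53 at 0 hpi and 5.25 ± 2.28 at 24 hpi, a log2 fold change of 1.31 (standard error 1.02, adjusted p = 0.504). Between PsJN-inoculated and non-inoculated plants, AZI1 differed at 1 hpi, with a log2 fold change of 3.99 (standard error 1.02, adjusted p = 0.0387), and was at 2.98 (adjusted p = 0.164) at 0 hpi and 1.86 (adjusted p = 0.532) at 24 hpi. Over the 3 times it was higher, at 2.94 (adjusted p = 0.00484), as was its relative EARLI1, at 2.37 (adjusted p = 0.0103). EARLI1 was at 2.84 (adjusted p = 0.0954) at 1 hpi. The difference of AZI1 at 1 hpi was not past the test without non-inoculated 1 hpi replicate 1 (3.54), replicate 2 (3.97) or replicate 3 (4.48) or without PsJN-inoculated 1 hpi replicate 1 (3.51) or replicate 3 (3.66). Rank product over all probe sets called AZI1 in both comparisons of time. That method made 77 calls in simulated arrays with nothing added. The non-inoculated 24 hpi arrays of AZI1 lay at 7.50, 5.33 and 2.93.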

In our model, *AZI1* was up regulated as fast as at 1 hpi (fold change Log2: 2.22) in strain PsJN-inoculated plants, but this up-regulation was only observed at 24 hpi in non-inoculated plants (fold change Log2: 2.47) (S2 Table).

Recently, a central role for N-hydroxy-pipecolic acid (NHP) was proposed as a mobile signal for SAR in *Arabidopsis* [91,92]. FMO1, *FLAVIN-DEPENDENT MONOOXYGENASE 1*, can synthesize NHP from pipecolic acid *in planta* and is indispensable for SAR induction [93]. Plant FMOs are divided into three clades and clade I contains *FMO1* and a pseudogene [94]. In our study, no changes were detected in *FMO1* expression either with or without a previous inoculation with PsJN, which suggests that, at least at a transcriptional level, this pathway might not be involved in this ISR defense mechanism.

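FMO1 had a low level in all groups, at 1.45 ± 0.01, 1.47 ± 0.25 and 1.23 ± 0.08 in non-inoculated plants at 0, 1 and 24 hpi and 1.75 ± 0.20, 1.58 ± 0.20 and 1.87 ± 0.25 in PsJN-inoculated plants (log2 values, SD, n = 3). The PsJN effect was 0.30 (adjusted p = 0.349) at 0 hpi, 0.11 (adjusted p = 0.755) at 1 hpi and 0.64 (standard error 0.14, adjusted p = 0.0379) at 24 hpi. The last of these was not past the test when any of the 6 arrays of 24 hpi was left out, with log2 fold changes from 0.50 to 0.73. After infection FMO1 was at 0.02 (adjusted p = 0.967) and −0.22 (adjusted p = 0.399) in non-inoculated plants at 1 and 24 hpi against 0 hpi, and at −0.17 (adjusted p = 0.503) and 0.12 (adjusted p = 0.695) in PsJN-inoculated plants. SARD4, which acts before FMO1 in the synthesis of N-hydroxy-pipecolic acid, was at −0.35 (adjusted p = 0.493) at 1 hpi and lower over the 3 times, at −0.50 (adjusted p = 0.0325).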

A role for the plant hormones SA, JA, and ET has been raised in ISR where, again, the predominance of each signaling pathway will strongly depend on the players that are interacting [95]. For instance, the PGPR *B*. *cereus* AR156 requires both the SA and JA/ET signaling pathways and NPR1 to activate ISR against the biotrophic pathogen *Pst* DC3000 [96], but only the JA/ET hormonal pathways to trigger ISR against the necrotrophic pathogen *B*. *cinerea* [13]. In our previous report [41], we established that *P*. *phytofirmans* PsJN induces systemic resistance to *Pst* DC3000 trough a mechanism dependent of SA, JA and ET, since protection is only abolished when a triple mutant of these pathways is used. In this work, we found that strain PsJN induced transcriptional changes related to these hormonal pathways even before the challenge with *Pst* DC3000 (Fig 3A), and that these changes (especially with ET) are increased at 1 hpi (Fig 3B). This is in agreement with Poupin et al. [35] where it was reported that the ET signaling pathway is crucial for the plant growth-promotion effects associated with strain PsJN in *Arabidopsis*.

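Ethylene genes were the hormone list whose change by PsJN at 1 hpi was called upward, in camera with the preset correlation and not with an estimated one. The median was 0.05 at 0 hpi and 0.12 at 1 hpi, where the camera test gave an adjusted p = 0.0126, adjusted p = 0.353 with an estimated correlation, 0.0532 without non-inoculated 1 hpi replicate 2 and 0.0685 over probe sets with a mean of at least 5. Among 26 genes of ethylene biosynthesis and signaling, the receptor gene ERS2 was at 0.32 (adjusted p = 0.24) at 1 hpi and the gene for the F-box protein EBF2 at 0.52 (adjusted p = 0.138). The PsJN effect at 1 hpi minus that at 0 hpi had an adjusted p = 0.32 for the ethylene list. Over the 3 times 6 ethylene genes were higher with PsJN (7 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.113). For salicylic acid and systemic acquired resistance, 3 genes were higher and 1 lower at 1 hpi of 22 (3 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.0626; 1 higher and 1 lower without non-inoculated 1 hpi replicate 2 and PsJN-inoculated 0 hpi replicate 3, chosen after seeing the data), with GRX480 at −0.79 (adjusted p = 0.000492) and −0.51 (adjusted p = 0.0151) at 1 and 24 hpi. For the jasmonate and ethylene defense branch, PDF1.4 was the 1 gene higher of 7 at 1 hpi (3 when adjusted over the list alone; camera, adjusted p = 0.073).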

### Network analysis identifies functional relationships associated with strain PsJN induced systemic resistance

In addition to hormones, plant defense responses require diverse types of TFs modulating the expression of a vast number of responding genes. A better understanding of how these TFs underlie ISR could be helpful to identify key molecular players in this important defense response. Additionally, as TFs within the same family are evolutionarily closely related, they are likely regulated by common mechanisms [97]. Then, the recognition of general features of the regulation of whole TFs’ families can provide useful clues to better characterize the function of these members in a specific plant response. TFs’ families such as bZIP, bHLH, ERF/AP2, MYB, MYC, NAC, and WRKY have been related to disease resistance [98]. Here, we report that strain PsJN regulates the expression of 48 TF-coding genes at 1 hpi (Table 1). 

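Before infection, 7 of the 47 measured transcription factor genes of Table 1 were past the test, 3 higher and 4 lower, and at 24 hpi 6 were, 1 higher and 5 lower. ANAC029, a NAC factor of leaf senescence, was at 0.83 (adjusted p = 0.266) at 0 hpi and 1.02 (adjusted p = 0.109) at 1 hpi. ATAF1, a NAC factor of abscisic acid and carbon starvation responses, was at −0.95 (adjusted p = 0.0743) at 1 hpi and −1.24 (adjusted p = 0.047) at 24 hpi. BNQ2 was at 1.19 (adjusted p = 0.00958) at 0 hpi. The study chose the genes of Table 1 on these arrays at 1 hpi.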

One of the families that presented only up-regulated genes was WRKY. 

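Of 38 measured WRKY genes, 5 were higher with PsJN at 1 hpi (9 higher and 1 lower when adjusted over the list alone), and 30 were above zero, with a median log2 fold change of 0.32 (camera, adjusted p = 0.000337, and adjusted p = 0.215 with an estimated correlation). Over probe sets with a mean of at least 5 the WRKY list had an adjusted p = 0.127, and 2 WRKY genes were past the test without non-inoculated 1 hpi replicate 2 and PsJN-inoculated 0 hpi replicate 3, chosen after seeing the data. At 24 hpi limma called 0 WRKY genes, and at an unadjusted p under 0.05 also 0. Over the 3 times 6 were higher and 1 lower (8 and 1 when adjusted over the list alone), the lower one WRKY31, at −0.34 (adjusted p = 0.0102).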

WRKY TFs are one of the largest families of transcriptional regulators found exclusively in plants; they can act as transcriptional activators or repressors and are related to defense responses, abiotic stress response and developmental-associated processes [99,100]. Regarding defense responses, WRKY proteins have been linked not only to SAR but also to ISR. For instance, WRKY70 and WRKY11 were reported as regulators in *B*. *cereus* AR156-induced systemic resistance to *P*. *syringae* DC3000 in *Arabidopsis* [101]. Here, we found that WRKY26, 27, 28 and 47 were up-regulated at 1 hpi in plants with induced systemic resistance, suggesting an important role of this family in the regulation of this ISR mechanism.

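WRKY26 had a log2 fold change of 1.51 (standard error 0.41, adjusted p = 0.0489) at 1 hpi and WRKY27 one of 0.79 (standard error 0.14, adjusted p = 0.00721). WRKY26 was at −0.19 (adjusted p = 0.889) at 0 hpi and 0.47 (adjusted p = 0.738) at 24 hpi, and WRKY27 at 0.11 (adjusted p = 0.802) and 0.20 (adjusted p = 0.666). WRKY26 was not past the test without non-inoculated 1 hpi replicate 1 (1.299) or replicate 2 (1.26) or without PsJN-inoculated 1 hpi replicate 1 (1.301) or replicate 3 (1.33). Neither gene was called by rank product within genes selected by analysis of variance. That setting called 208 probe sets at 1 hpi, fewer than the paper reports, so it need not be what the authors ran. WRKY70 and WRKY11, which the paper names from another strain, had log2 fold changes of 0.35 (adjusted p = 0.657) and 0.51 (adjusted p = 0.0847) at 1 hpi.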

Allu et al. [102] suggested a role for ANAC32 in the response to strain DC3000 in *Arabidopsis*, where this TF would induce SA signaling, thus repressing JA responsive genes, such as *PDF1*.*2*. We determined that *ANAC32* is down regulated in strain PsJN-inoculated plants at 1 hpi, and more interestingly, this down-regulation started before the challenge (0 hpi) and remained at 24 hpi. 

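ANAC032, a NAC factor of stress responses, was lower with PsJN at each time. Its log2 fold change was −1.67 (standard error 0.41, adjusted p = 0.0431) at 0 hpi, −1.74 (standard error 0.41, adjusted p = 0.0257) at 1 hpi and −1.92 (standard error 0.41, adjusted p = 0.029) at 24 hpi. At 0 hpi its level was 4.41 ± 0.91 with PsJN and 6.08 ± 0.32 without, at 1 hpi 3.73 ± 0.11 and 5.46 ± 0.19, and at 24 hpi 4.82 ± 0.71 and 6.74 ± 0.65 (log2 values, SD, n = 3). At 0 hpi it was not past the test without non-inoculated replicate 1 (−1.49), 2 (−1.71) or 3 (−1.81) or without PsJN-inoculated replicate 2 (−1.37) or 3 (−1.45). At 1 hpi this was so without non-inoculated replicate 2 (−1.68) or 3 (−1.69) or PsJN-inoculated replicate 1 (−1.69), 2 (−1.72) or 3 (−1.80), and at 24 hpi without non-inoculated replicate 1 (−1.78) or 3 (−1.68) or PsJN-inoculated replicate 1 (−2.002) or 2 (−1.53).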

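PDF1.2, a defensin gene induced by jasmonate and ethylene, was at 4.41 ± 1.60 in PsJN-inoculated and 2.86 ± 0.48 in non-inoculated plants at 0 hpi (log2 values, SD, n = 3), a log2 fold change of 1.55 (standard error 0.71, adjusted p = 0.32). It was −0.17 (adjusted p = 0.939) at 1 hpi and −1.41 (adjusted p = 0.481) at 24 hpi. Other genes of the jasmonate and ethylene defense branch at 0 hpi included PR4, a chitin-binding protein, at −0.20 (adjusted p = 0.783) and PDF1.4 at 2.47 (adjusted p = 0.073). Of 7 genes of this branch limma called 0 at 0 hpi, with 2 higher and 1 lower at an unadjusted p under 0.05 (1 higher when adjusted over the list alone; camera, adjusted p = 0.233). PDF1.2 was called at 0 hpi by rank product over all probe sets, which made 77 calls in simulated arrays with nothing added.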

Concordantly, *PDF1*.*2* showed an up-regulation 0 hpi as was also reported previously [34,41]. The GCC-box is a binding site for members of the AP2/ERF family of TFs [103], such as ERF1 and ORA59, which are both important activators of *PDF1*.*2* [104]. Van der Does et al. [105] reported that SA reduces ORA59 protein accumulation, and that overexpression of ORA59 negatively affects the ability of SA to suppress *PDF1*.*2* gene expression, giving ORA59 an important role in the outcome of the SA/JA antagonism. Similarly, Pangesti et al. [106] found that *Pseudomonas simiae* WCS417r (formerly *P*. *fluorescens*) mediated ISR in *Arabidopsis* against the herbivore *Mamestra brassicae* inducing ORA59, which favors the JA/ET signaling pathways over JA pathway regulated by MYC2. We described that *ORA59* was up regulated at 1 hpi in PsJN-inoculated plants, highlighting the importance of a specific cross-regulation between SA and JA in this defense process. Additionally, the Redox Responsive Transcription Factor1 (RRTF1/ERF109) is regulated by JA, and in *Arabidopsis* it is induced rapidly and transiently by H_2_O_2_, as well as by biotic- and abiotic-induced redox signals [107]. 

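ORA59 had a log2 fold change of 0.98 (standard error 0.33, adjusted p = 0.109) between PsJN-inoculated and non-inoculated plants at 1 hpi. Its level was 3.64 ± 0.03 and 2.66 ± 0.56 (log2 values, SD, n = 3). In PsJN-inoculated plants ORA59 rose from 0 to 1 hpi, with a log2 fold change of 1.14 (standard error 0.33, adjusted p = 0.0305), and in non-inoculated plants it was at 0.75 (adjusted p = 0.27). PR4, a gene of the same branch, rose in PsJN-inoculated plants at 0.89 (adjusted p = 0.0247). ERF1, the other activator of PDF1.2 named by the paper, was at −0.01 (adjusted p = 0.971) with PsJN at 1 hpi, and MYC2, the factor of the other jasmonate branch, at −0.48 (adjusted p = 0.331). Without non-inoculated 1 hpi replicate 1, ORA59 was past the test at 1.29. Rank product over all probe sets also called it, though that method made 77 calls in simulated arrays with nothing added.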

In *Arabidopsis*, Matsuo et al. [107] showed that the inactivation and up-regulation of this gene reduces and increases reactive oxygen species (ROS) accumulation under stress, respectively. ROS act as a second messenger in stress response, but also their accumulation prompts to oxidation of several molecules and cell damage [108,109]. When ROS accumulate at later stages, or are formed as a consequence of mitochondrial damage, JA synthesis is over induced together with an autocatalytic oxidative burst [83]. 

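RRTF1 (ERF109) was at a log2 fold change of −0.80 (standard error 0.24, adjusted p = 0.0693) between PsJN-inoculated and non-inoculated plants at 1 hpi, 0.19 (adjusted p = 0.794) at 0 hpi and 0.02 (adjusted p = 0.988) at 24 hpi. Without non-inoculated 1 hpi replicate 1 it was past the test at −0.95, as it was in a fit on the 6 arrays of 1 hpi alone. Rank product over all probe sets also called it, though that method made 77 calls in simulated arrays with nothing added. The level of RRTF1 at 1 hpi lay close to the background of the arrays. By qRT-PCR on the same RNAs the paper reports a down-regulation of RRTF1 at 1 hpi. From 0 to 1 hpi RRTF1 was at 0.60 (adjusted p = 0.208) without PsJN and −0.39 (adjusted p = 0.328) with it. ZAT12, another factor of the response to reactive oxygen, was at −0.82 (adjusted p = 0.145) at 0 hpi and −0.77 (adjusted p = 0.246) at 24 hpi, and over the 3 times it was lower with PsJN, at −0.83 (adjusted p = 0.00342). RBOHD, the oxidase that makes superoxide in defense, was lower over the 3 times, at −0.32 (adjusted p = 0.0397).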

We report here that RRTF1 was down regulated by strain PsJN under the challenge with *Pst* DC3000 at 1 hpi (Table 1). This correlates with the reduced superoxide anion accumulation that is observed in strain PsJN-inoculated plants after the infection with *Pst* DC3000 in comparison with the non-inoculated plants [41].

MYB72 has a significant role in ISR induced in *Arabidopsis* by the γ-proteobacterium *P*. *simiae* WCS417 [110], where this TF is involved in iron uptake and can modulate the root microbiome assembly [111]. 

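MYB72, a MYB factor of iron uptake in roots, had levels of 1.42 ± 0.20, 1.36 ± 0.22 and 1.61 ± 0.23 in non-inoculated plants at 0, 1 and 24 hpi and 1.28 ± 0.19, 1.48 ± 0.08 and 1.49 ± 0.04 in PsJN-inoculated plants (log2 values, SD, n = 3). The PsJN effect on it was −0.14 (standard error 0.14, adjusted p = 0.717) at 0 hpi, 0.12 (adjusted p = 0.729) at 1 hpi and −0.12 (adjusted p = 0.82) at 24 hpi. After infection MYB72 was at −0.06 (adjusted p = 0.889) and 0.19 (adjusted p = 0.46) in non-inoculated plants at 1 and 24 hpi, and at 0.19 (adjusted p = 0.395) and 0.21 (adjusted p = 0.426) in PsJN-inoculated plants. These levels are near the background of the arrays, where a change is hard to detect.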

In our study, *MYB72* was not transcriptionally affected in any of the treatments and measured times. Therefore, at least with our experimental strategy, a role for this regulator cannot be suggested in the systemic defense induced by this β-proteobacterium.

Network inference could be a valuable tool to uncover central hubs, gene regulatory sub-networks and functional relationships in a transcriptome response. Hence, with data from co-regulatory networks, it is possible to highlight novel clusters of plant genes contributing to the same biological processes or signal transduction pathways [112]. For instance, Weston et al. [76] described different plant co-expression in response to two *P*. *fluorescens* strains, finding that even though both strains co-regulated some genes; there was strain dependence in the network architectures. By means of system biology strategies, here we inferred a gene network of 500 interconnected genes that clustered in four co-expression modules or clusters, where LHY1, WRKY28, MYB31 and a *Redox-responsive* TF (RRTF1/ ERF109) were the most connected and central TFs (Fig 5). Of these, *RRTF1* and LHY were down regulated and *WRKY28* and *MYB31* were up regulated. Further analysis of the resulting clusters confirmed the biological identity of these sub-networks as pathways or processes controlled by ISR. For example, defense response, detoxification, induced systemic resistance, response to chitin, and oxidative stress were overexpressed in our network analysis, showing the importance of these processes in plant resistance triggered by strain PsJN. Moreover, the potential role of JA and ET was again evident from the gene network analysis. As mentioned before, these hormones are key for ISR induced by strain PsJN [41]. 

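From 0 to 1 hpi in PsJN-inoculated plants, NPR1, a receptor of salicylic acid, rose at 0.44 (standard error 0.10, adjusted p = 0.0108) and SARD1, a factor that activates salicylic acid synthesis, fell at −0.43 (standard error 0.11, adjusted p = 0.0166). WRKY75 rose at 1.20 (adjusted p = 0.00323). The dehydration gene RD22 fell at −1.12 (standard error 0.31, adjusted p = 0.0235), the 1 gene past the test among 23 of abscisic acid and water deficit (0 when adjusted over the list alone, 4 lower in limma at an unadjusted p under 0.05). The abscisic acid list had a median of −0.60 (camera, adjusted p = 0.0141, and adjusted p = 0.805 with an estimated correlation). Its adjusted p was 0.66 without PsJN-inoculated 0 hpi replicate 1, 0.053 without 1 hpi replicate 1 and 0.212 over probe sets with a mean of at least 5. In non-inoculated plants limma called 0 of the abscisic acid genes at 1 hpi, with 3 lower at an unadjusted p under 0.05 (camera, adjusted p = 0.197), and RD22 was at 0.00 (adjusted p = 0.999). Tested for a difference between the inoculations, the list was not called (camera, adjusted p = 0.178, and adjusted p = 0.863 with an estimated correlation). Limma called 0 of its genes for this difference.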

Interestingly, genes associated with SA and ABA responses were also regulated by the infection (1 hpi) in inoculated plants. These results support a model in which strain PsJN regulation of plant hormone response is complex and may allow the plant tolerance to several stress conditions, as shown in Pinedo et al. [33], where a role for ABA was proposed to salt-stress tolerance induction by strain PsJN in *Arabidopsis* plants.

This study showed that *WRKY28*, which is known to be up-regulated under drought and oxidative stress in *Arabidopsis* [113], was up-regulated at 1 hpi. Moreover, previous studies in plants overexpressing AtWRKY28 and AtWRKY75 suggested that these TFs are transcriptional regulators of SA and JA/ET-dependent defense signaling pathways in *Arabidopsis* [114]. 

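WRKY28 had a log2 fold change of 0.94 (standard error 0.29, adjusted p = 0.0805) at 1 hpi. It was 0.63 (adjusted p = 0.33) at 0 hpi and 0.56 (adjusted p = 0.505) at 24 hpi, and over the 3 times together WRKY28 was higher with PsJN, at 0.71 (adjusted p = 0.0136). Without non-inoculated 1 hpi replicate 3 it was past the test at 1 hpi, at 1.19. Rank product over all probe sets also called it, though that method made 77 calls in simulated arrays with nothing added. The paper reports that qRT-PCR did not detect WRKY28. WRKY75, which the paper names with it, was at 0.34 (adjusted p = 0.456) at 1 hpi.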

Consistent with this idea, we found that several TFs, belonging to NAC and WRKY families and associated to SA and JA/ET pathways, grouped with WRK28, suggesting a regulatory sub-network based on these hormones. Within another cluster of the network, we found that MYB31 was also up regulated at 1 hpi. It has been described that this TF is induced in response to auxin [115]. 

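MYB31 had a log2 fold change of 1.10 (standard error 0.26, adjusted p = 0.0262) at 1 hpi, 0.57 (adjusted p = 0.324) at 0 hpi and 0.05 (adjusted p = 0.968) at 24 hpi. Its level at 1 hpi lay close to the background of the arrays. At 1 hpi MYB31 was not past the test without non-inoculated 1 hpi replicate 2 (1.10) or replicate 3 (1.13) or without PsJN-inoculated 1 hpi replicate 1 (0.96) or replicate 3 (0.94). Rank product within genes selected by analysis of variance did not call it. That reading of the methods called 208 probe sets at 1 hpi, fewer than the paper reports, and may not be what the authors ran. By qRT-PCR on the same RNAs the paper reports MYB31 as up-regulated at 1 hpi. Among auxin response genes at 1 hpi, IAA27 was higher at 0.69 (adjusted p = 0.00805) and IAA17 lower at −0.40 (adjusted p = 0.0408), the only members past the test of 17 (1 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.74).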

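LHY and CCA1 encode MYB-related factors that peak at dawn and hold back genes of the evening. LHY had a log2 fold change of −0.91 (standard error 0.14, adjusted p = 0.00205) between PsJN-inoculated and non-inoculated plants at 1 hpi, −0.18 (adjusted p = 0.606) at 0 hpi and −0.32 (adjusted p = 0.36) at 24 hpi, and CCA1 was at −0.44 (adjusted p = 0.183) at 1 hpi. RVE8, a relative of both, was lower at −0.62 (adjusted p = 0.015). Of 12 dawn-phased clock genes 2 were lower at 1 hpi (1 higher and 2 lower when adjusted over the list alone; camera, adjusted p = 0.0543), and 1 was without non-inoculated 1 hpi replicate 2 and PsJN-inoculated 0 hpi replicate 3, chosen after seeing the data. From 0 to 1 hpi LHY fell at −1.16 (adjusted p = 0.000398) in PsJN-inoculated plants and was at −0.43 (adjusted p = 0.117) in non-inoculated plants. The difference between the PsJN effects on LHY at 1 and 0 hpi was not past the test, at −0.73 (adjusted p = 0.25). The hour of harvest of each pool is not given, so a difference in harvest time between the groups cannot be told apart from an effect of PsJN.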

LHY1 is a down-regulated TF predicted as a central regulator in cluster 3. Concordantly, APRR7, which is a transcriptional repressor of LHY [116] showed an up-regulation at 1 hpi. 

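PRR7 had a log2 fold change of 0.91 (standard error 0.17, adjusted p = 0.00749) at 1 hpi, 0.35 (adjusted p = 0.349) at 0 hpi and 0.38 (adjusted p = 0.381) at 24 hpi. Its level at 1 hpi was 6.74 ± 0.17 with PsJN and 5.83 ± 0.35 without (log2 values, SD, n = 3). GI and ELF3, clock genes of the day and the evening, were higher at 1 hpi at 0.41 (adjusted p = 0.047) and 0.32 (adjusted p = 0.0492). Of 10 day- and evening-phased clock genes, 4 were higher (5 when adjusted over the list alone), with a median of 0.32 (camera, adjusted p = 0.00066, and adjusted p = 0.0804 with an estimated correlation), and 1 was without non-inoculated 1 hpi replicate 2 and PsJN-inoculated 0 hpi replicate 3, chosen after seeing the data. For this list the PsJN effect at 1 hpi minus that at 0 hpi had an adjusted p = 0.0248 (camera), and adjusted p = 0.298 with an estimated correlation. From 0 to 1 hpi PRR7 rose at 1.04 (adjusted p = 0.00142) in PsJN-inoculated plants and was at 0.48 (adjusted p = 0.148) in non-inoculated plants. A later harvest of the PsJN pools cannot be told apart from an effect on the clock, since the hour of harvest is not given.

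**Figure D3:**
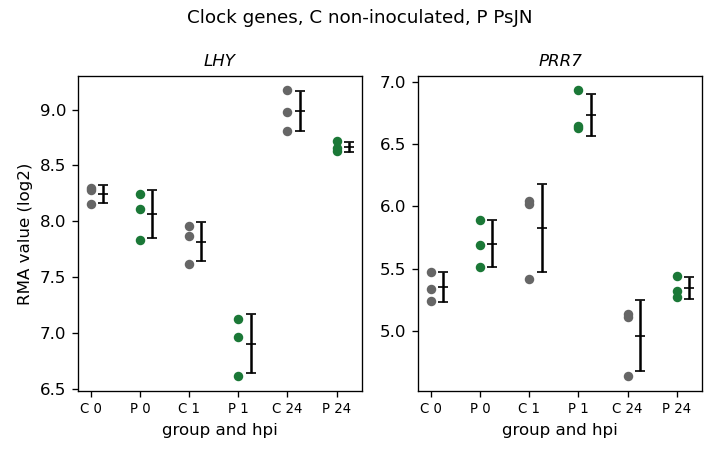
Expression (RMA log2 values, vertical axis) of the clock genes LHY and PRR7 at 0, 1 and 24 hpi (horizontal axis). Points are single arrays and bars the mean ± SD of 3 arrays, grey for non-inoculated and green for PsJN-inoculated plants. At 1 hpi PRR7 has a mean of 6.74 ± 0.17 with PsJN and 5.83 ± 0.35 without, and LHY lies lower with PsJN.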

Given that LHY1 has a central role controlling the circadian rhythm [117,118], this gene and its targets may be integrators of internal metabolism and environmental conditions under PsJN induced resistance.

In summary, we found that strain PsJN induces a rapid and specific molecular response that is strongly related to jasmonate, ethylene, salicylic acid and ROS signaling pathways and that supports plant resistance to *P*. *syringae*. Additionally, the network analysis suggests a mechanism for both transcriptional induction and repression of TFs, with a highly coordinated regulation and potential roles for specific TF as hubs controlling the priming effect of *P*. *phytofirmans* PsJN in *Arabidopsis*, in the context of a biotic stress.

## Supporting information

S1 Fig Gene Ontology (GO) terms enriched in up- and down-regulated genes in *Paraburkholderia phytofirmans* PsJN-inoculated plants one hour after *Pseudomonas syringae* DC3000 infection. The VirtualPlant platform [1] was utilized in order to determine which GO terms were statistically overrepresented in comparison with the GO term represented in the *Arabidopsis* genome arrays (Fisher Exact Test with FDR correction, *p*<0.01). Bars denote the proportion of differentially expressed (DEGs) genes in each term relative to the total number of DEGs up- (A, blue) or down-regulated (B, orange) in strain PsJN-inoculated plants one hour after *Pst* DC3000 infection, in comparison to control plants (without strain PsJN inoculation) equivalently infected with *Pst DC3000*. To avoid redundancy, significant GO term lists were reduced using REVIGO [2], but full lists of significant GO terms, including differentially expressed genes that map to each term, are presented in S3 Table.
(PDF)

S1 Table Complete list of *Arabidopsis* genes regulated by *Paraburkholderia phytofirman*s PsJN before and after the challenge with *Pseudomonas syringae* pv. tomato DC3000.

S2 Table Full lists of significant Gene Ontology (GO) terms enriched in up- and down-regulated genes in *Paraburkholderia phytofirmans* PsJN-inoculated plants one hour after *Pseudomonas syringae* pv. tomato DC3000 infection, including differentially expressed genes that map to each term.

S3 Table Complete list of genes regulated by *Pseudomonas syringae* pv. tomato DC3000 in *Arabidopsis* plants that were inoculated or non-inoculated with *Paraburkholderia phytofirmans* PsJN.

## References

[1] OerkeE-C. Crop losses to pests. J Agric Sci. 2006;144: 31 10.1017/S0021859605005708

[2] EskerP, SavaryS, McRobertsN. Crop loss analysis and global food supply: focusing now on required harvests. CAB Rev Perspect Agric Vet Sci Nutr Nat Resour. 2012;7: 52 10.1079/PAVSNNR20127052

[3] SparksTC, LorsbachBA. Perspectives on the agrochemical industry and agrochemical discovery. Pest Manag Sci. 2017;73: 672–677. 10.1002/ps.4457 27753242

[4] WindramO, PenfoldCA, DenbyKJ. Network modeling to understand plant immunity. Annu Rev Phytopathol. 2014;52: 93–111. 10.1146/annurev-phyto-102313-050103 24821185

[5] ThommaBP, PenninckxIA, BroekaertWF, CammueBP. The complexity of disease signaling in *Arabidopsis*. Curr Opin Immunol. 2001;13: 63–8. 10.1016/S0952-7915(00)00183-7 11154919

[6] GlazebrookJ. Contrasting mechanisms of defense against biotrophic and necrotrophic pathogens. Annu Rev Phytopathol. 2005;43: 205–227. 10.1146/annurev.phyto.43.040204.135923 16078883

[7] JonesJDG, DanglJL. The plant immune system. Nature. 2006;444: 323–329. 10.1038/nature05286 17108957

[8] PieterseCMJ, Leon-ReyesA, Van der EntS, Van WeesSCM. Networking by small-molecule hormones in plant immunity. Nat Chem Biol. 2009;5: 308–316. 10.1038/nchembio.164 19377457

[9] GreenbergJT, Van WeesSCM, CaarlsL, PieterseCMJ. How salicylic acid takes transcriptional control over jasmonic acid signaling. Front Plant Sci. 2015;6: 170 10.3389/fpls.2015.00170 25859250PMC4373269

[10] VermaV, RavindranP, KumarPP. Plant hormone-mediated regulation of stress responses. BMC Plant Biol. 2016;16: 86 10.1186/s12870-016-0771-y 27079791PMC4831116

[11] VlotAC, DempseyDA, KlessigDF. Salicylic acid, a multifaceted hormone to combat disease. Annu Rev Phytopathol. 2009;47: 177–206. 10.1146/annurev.phyto.050908.135202 19400653

[12] FarmerEE, AlmérasE, KrishnamurthyV. Jasmonates and related oxylipins in plant responses to pathogenesis and herbivory. Curr Opin Plant Biol. 2003;6: 372–378. 10.1016/S1369-5266(03)00045-1 12873533

[13] NieP, LiX, WangS, GuoJ, ZhaoH, NiuD. Induced systemic resistance against *Botrytis cinerea* by Bacillus cereus AR156 through a JA/ET- and NPR1-dependent signaling pathway and activates PAMP-triggered immunity in *Arabidopsis*. Front Plant Sci. 2017;8: 238 10.3389/fpls.2017.00238 28293243PMC5329000

[14] Van der EntS, Van HultenM, PozoM, CzechowskiT, UdvardiM, PieterseC, et al Priming of plant innate immunity by rhizobacteria and beta-aminobutyric acid: differences and similarities in regulation. New Phytol. 2009;183: 419–31. 10.1111/j.1469-8137.2009.02851.x 19413686

[15] Van LoonLC. Plant responses to plant growth-promoting rhizobacteria. Eur J Plant Pathol. 2007;119: 243–254. 10.1007/s10658-007-9165-1

[16] Van LoonLC, BakkerP, PieterseC. Systemic resistance induced by rhizosphere bacteria. Annu Rev Phytopathol. 1998;36: 453–483. 10.1146/annurev.phyto.36.1.453 15012509

[17] NazninHA, KiyoharaD, KimuraM, MiyazawaM, ShimizuM, HyakumachiM. Systemic resistance induced by volatile organic compounds emitted by plant growth-promoting fungi in Arabidopsis thaliana. PLoS One. 2014;9: e86882 10.1371/journal.pone.0086882 24475190PMC3903595

[18] BalmerA, PastorV, GamirJ, FlorsV, Mauch-ManiB. The “prime-ome”: towards a holistic approach to priming. Trends Plant Sci. 2015;20: 443–452. 10.1016/j.tplants.2015.04.002 25921921

[19] Van HultenM, PelserM, Van LoonLC, PieterseC, TonJ. Costs and benefits of priming for defense in *Arabidopsis*. Proc Natl Acad Sci. 2006;103: 5602–5607. 10.1073/pnas.0510213103 16565218PMC1459400

[20] BakkerPAHM, PieterseCMJ, de JongeR, BerendsenRL. The soil-borne legacy. Cell. 2018;172: 1178–1180. 10.1016/j.cell.2018.02.024 29522740

[21] StringlisIA, ProiettiS, HickmanR, Van VerkMC, ZamioudisC, PieterseCMJ. Root transcriptional dynamics induced by beneficial rhizobacteria and microbial immune elicitors reveal signatures of adaptation to mutualists. Plant J. 2018;93: 166–180. 10.1111/tpj.13741 29024173PMC5765484

[22] BeneduziA, AmbrosiniA, PassagliaL. Plant growth-promoting rhizobacteria (PGPR): Their potential as antagonists and biocontrol agents. Genet Mol Biol. 2012;35: 1044–1051. 2341148810.1590/s1415-47572012000600020PMC3571425

[23] BhattacharyyaPN, JhaDK. Plant growth-promoting rhizobacteria (PGPR): emergence in agriculture. World J Microbiol Biotechnol. 2012;28: 1327–50. 10.1007/s11274-011-0979-9 22805914

[24] BabalolaO. Beneficial bacteria of agricultural importance. Biotechnol Lett. 2010;32: 1559–70. 10.1007/s10529-010-0347-0 20635120

[25] SawanaA, AdeoluM, GuptaRS. Molecular signatures and phylogenomic analysis of the genus *Burkholderia*: Proposal for division of this genus into the emended genus *Burkholderia* containing pathogenic organisms and a new genus *Paraburkholderia* gen. nov. harboring environmental species. Front Genet. 2014;5: 1–22. 10.3389/fgene.2014.0000125566316PMC4271702

[26] BarkaEA, NowakJ, ClémentC. Enhancement of chilling resistance of inoculated grapevine plantlets with a plant growth-promoting rhizobacterium, *Burkholderia phytofirmans* strain PsJN. Appl Environ Microbiol. 2006;72: 7246–7252. 10.1128/AEM.01047-06 16980419PMC1636148

[27] IssaA, EsmaeelQ, SanchezL, CourteauxB, GuiseJ-F, GibonY, et al Impacts of *Paraburkholderia phytofirmans* strain PsJN on tomato (*Lycopersicon esculentum* L.) under high temperature. Front Plant Sci. 2018;9: 1397 10.3389/fpls.2018.01397 30405648PMC6201190

[28] KurepinL, ParkJ, LazarovitsG, BernardsM. *Burkholderia phytofirmans*-induced shoot and root growth promotion is associated with endogenous changes in plant growth hormone levels. Plant Growth Regul. 2015;75: 199–207. 10.1007/s10725-014-9944-6

[29] SessitschA, CoenyeT, SturzA V., VandammeP, BarkaE, SallesJF, et al *Burkholderia phytofirmans* sp. nov., a novel plant-associated bacterium with plant-beneficial properties. Int J Syst Evol Microbiol. 2005;55: 1187–1192. 10.1099/ijs.0.63149-0 15879253

[30] FrommelMI, NowakJ, LazarovitsG. Growth enhancement and developmental modifications of *in vitro* grown potato (*Solanum tuberosum* spp. *tuberosum*) as affected by a nonfluorescent *Pseudomonas* sp. Plant Physiol. 1991;96: 928–936. 10.1104/pp.96.3.928 16668277PMC1080867

[31] Miotto-VilanovaL, JacquardC, CourteauxB, WorthamL, MichelJ, ClémentC, et al *Burkholderia phytofirmans* PsJN confers grapevine resistance against *Botrytis cinerea* via a direct antimicrobial effect combined with a better resource mobilization. Front Plant Sci. 2016;7: 1236 10.3389/fpls.2016.01236 27602036PMC4993772

[32] WangB, MeiC, SeilerJ. Early growth promotion and leaf level physiology changes in *Burkholderia phytofirmans* strain PsJN inoculated switchgrass. Plant Physiol Biochem. 2015;86: 16–23. 10.1016/j.plaphy.2014.11.008 25461696

[33] PinedoI, LedgerT, GreveM, PoupinMJ. *Burkholderia phytofirmans* PsJN induces long-term metabolic and transcriptional changes involved in *Arabidopsis thalian*a salt tolerance. Front Plant Sci. 2015; 10.3389/fpls.2015.00466 26157451PMC4477060

[34] PoupinMJ, TimmermannT, VegaA, ZúñigaA, GonzálezB. Effects of the plant growth-promoting bacterium *Burkholderia phytofirmans* PsJN throughout the life cycle of *Arabidopsis thaliana*. PLoS One. 2013;8: 22–24. 10.1371/journal.pone.0069435 23869243PMC3711820

[35] PoupinMJ, GreveM, CarmonaV, PinedoI. A complex molecular interplay of auxin and ethylene signaling pathways is involved in *Arabidopsis* growth promotion by *Burkholderia phytofirmans* PsJN. Front Plant Sci. 2016; 10.3389/fpls.2016.00492 27148317PMC4828629

[36] FernandezO, VandesteeneL, FeilR, BaillieulF, LunnJE, ClémentC. Trehalose metabolism is activated upon chilling in grapevine and might participate in *Burkholderia phytofirmans* induced chilling tolerance. Planta. 2012;236: 355–369. 10.1007/s00425-012-1611-4 22367062

[37] LedgerT, RojasS, TimmermannT, PinedoI, PoupinMJ, GarridoT, et al Volatile-mediated effects predominate in *Paraburkholderia phytofirmans* growth promotion and salt stress tolerance of *Arabidopsis thaliana*. Front Microbiol. 2016;7: 1–18. 10.3389/fmicb.2016.0000127909432PMC5112238

[38] NaveedM, MitterB, ReichenauerTG, WieczorekK, SessitschA. Increased drought stress resilience of maize through endophytic colonization by *Burkholderia phytofirmans* PsJN and *Enterobacter* sp. FD17. Environ Exp Bot. 2014;97: 30–39. 10.1016/j.envexpbot.2013.09.014

[39] TheocharisA, BordiecS, FernandezO, PaquisS, Dhondt-CordelierS, BaillieulF, et al *Burkholderia phytofirmans* PsJN primes *Vitis vinifera* L. and confers a better tolerance to low nonfreezing temperatures. Mol Plant-Microbe Interact. 2012;25: 241–249. 10.1094/MPMI-05-11-0124 21942451

[40] SuF, JacquardC, VillaumeS, MichelJ, RabenoelinaF, ClémentC, et al *Burkholderia phytofirmans* PsJN reduces impact of freezing temperatures on photosynthesis in *Arabidopsis thaliana*. Front Plant Sci. 2015;6: 1–13. 10.3389/fpls.2015.0000126483823PMC4591482

[41] TimmermannT, ArmijoG, DonosoR, SeguelA, HoluigueL, GonzálezB. Paraburkholderia phytofirmans PsJN protects Arabidopsis thaliana against a virulent strain of Pseudomonas syringae through the activation of induced resistance. Mol Plant-Microbe Interact. 2017;30: 215–230. 10.1094/MPMI-09-16-0192-R 28118091

[42] DornE, HellwigM, ReinekeW, KnackmusHJ. Isolation and characterization of a 3-chlorobenzoate degrading *pseudomonad*. Arch Microbiol. 1974;99: 61–70. 10.1007/BF00696222 4852581

[43] MurashigeT, SkoogF. A revised medium for rapid growth and bio assays with tobacco tissue cultures. Physiol Plant. 1962;15: 473–497. 10.1111/j.1399-3054.1962.tb08052.x

[44] BoyesD, ZayedA, AscenziR, McCaskillA, HoffmanN, DavisK, et al Growth stage-based phenotypic analysis of *Arabidopsis*: a model for high throughput functional genomics in plants. Plant Cell. 2001;13: 1499–1510. 10.1105/TPC.010011 11449047PMC139543

[45] IrizarryRA, HobbsB, CollinF, Beazer‐BarclayYD, AntonellisKJ, ScherfU, et al Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics. 2003;4: 249–264. 10.1093/biostatistics/4.2.249 12925520

[46] GautierL, CopeL, BolstadBM, IrizarryRA. affy—analysis of Affymetrix GeneChip data at the probe level. Bioinformatics. 2004;20: 307–315. 10.1093/bioinformatics/btg405 14960456

[47] EdgarR, DomrachevM, LashAE. Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res. 2002;30: 207–10. 10.1093/nar/30.1.207_5 11752295PMC99122

[48] BenjaminiY, HochbergY. Controlling the false discovery rate: A practical and powerful approach to multiple testing. J R Stat Soc Ser B. 1995;57: 289–300. 10.2307/2346101

[49] SaeedAI, SharovV, WhiteJ, LiJ, LiangW, BhagabatiN, et al TM4: A free, open-source system for microarray data management and analysis. Biotechniques. 2003;34: 374–378. 10.2144/03342mt01 12613259

[50] BreitlingR, ArmengaudP, AmtmannA, HerzykP. Rank products: a simple, yet powerful, new method to detect differentially regulated genes in replicated microarray experiments. FEBS Lett. 2004;573: 83–92. 10.1016/j.febslet.2004.07.055 15327980

[51] RaychaudhuriS, StuartJM, AltmanRB. Principal components analysis to summarize microarray experiments: application to sporulation time series. Pacific Symp Biocomput. 2000; 455–66. 10.1142/9789814447331_0043PMC266993210902193

[52] KatariMS, NowickiSD, AceitunoFF, NeroD, KelferJ, Parnell ThompsonL, et al Bioinformatics VirtualPlant: A software platform to support systems biology research. Plant Physiol. 2010;152: 500–515. 10.1104/pp.109.147025 20007449PMC2815851

[53] SupekF, BošnjakM, ŠkuncaN, ŠmucT. REVIGO summarizes and visualizes long lists of gene ontology terms. PLoS One. 2011;6: e21800 10.1371/journal.pone.0021800 21789182PMC3138752

[54] ThimmO, BläsingO, GibonY, NagelA, MeyerS, KrügerP, et al MAPMAN: a user-driven tool to display genomics data sets onto diagrams of metabolic pathways and other biological processes. Plant J. 2004;37: 914–39. 10.1111/j.1365-313X.2004.02016.x 14996223

[55] JinJ, TianF, YangD-C, MengY-Q, KongL, LuoJ, et al PlantTFDB 4.0: toward a central hub for transcription factors and regulatory interactions in plants. Nucleic Acids Res. 2017;45: D1040–D1045. 10.1093/nar/gkw982 27924042PMC5210657

[56] Pérez-RodríguezP, Riaño-PachónDM, CorrêaLGG, RensingSA, KerstenB, Mueller-RoeberB. PlnTFDB: updated content and new features of the plant transcription factor database. Nucleic Acids Res. 2010;38: D822–7. 10.1093/nar/gkp805 19858103PMC2808933

[57] AokiY, OkamuraY, TadakaS, KinoshitaK, ObayashiT. ATTED-II in 2016: a plant coexpression database towards lineage-specific coexpression. Plant Cell Physiol. 2016;57: e5–e5. 10.1093/pcp/pcv165 26546318PMC4722172

[58] ObayashiT, OkamuraY, ItoS, TadakaS, AokiY, ShirotaM, et al ATTED-II in 2014: evaluation of gene coexpression in agriculturally important plants. Plant Cell Physiol. 2014;55: e6 10.1093/pcp/pct178 24334350PMC3894708

[59] O’MalleyRC, HuangS-SC, SongL, LewseyMG, BartlettA, NeryJR, et al Cistrome and epicistrome features shape the regulatory DNA landscape. Cell. 2016;165: 1280–1292. 10.1016/j.cell.2016.04.038 27203113PMC4907330

[60] ShannonP, MarkielA, OzierO, BaligaNS, WangJT, RamageD, et al Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res. 2003;13: 2498–504. 10.1101/gr.1239303 14597658PMC403769

[61] MorrisJH, ApeltsinL, NewmanAM, BaumbachJ, WittkopT, SuG, et al clusterMaker: a multi-algorithm clustering plugin for Cytoscape. BMC Bioinformatics. 2011;12: 436 10.1186/1471-2105-12-436 22070249PMC3262844

[62] SuG, KuchinskyA, MorrisJH, StatesDJ, MengF. GLay: community structure analysis of biological networks. Bioinformatics. 2010;26: 3135–7. 10.1093/bioinformatics/btq596 21123224PMC2995124

[63] BindeaG, MlecnikB, HacklH, CharoentongP, TosoliniM, KirilovskyA, et al ClueGO: a Cytoscape plug-in to decipher functionally grouped gene ontology and pathway annotation networks. Bioinformatics. 2009;25: 1091–1093. 10.1093/bioinformatics/btp101 19237447PMC2666812

[64] CzechowskiT, StittM, AltmannT, UdvardiMK, ScheibleW-R. Genome-wide identification and testing of superior reference genes for transcript normalization in *Arabidopsis*. Plant Physiol. 2005;139: 5–17. 10.1104/pp.105.063743 16166256PMC1203353

[65] PoupinMJ, FedericiF, MedinaC, MatusJT, TimmermannT, Arce-JohnsonP. Isolation of the three grape sub-lineages of B-class MADS-box TM6, PISTILLATA and APETALA3 genes which are differentially expressed during flower and fruit development. Gene. 2007;404: 10–24. 10.1016/j.gene.2007.08.005 17920788

[66] BustinSA, BenesV, GarsonJA, HellemansJ, HuggettJ, KubistaM, et al The MIQE guidelines: Minimum information for publication of quantitative real-time PCR experiments. Clin Chem. 2009;55: 611–622. 10.1373/clinchem.2008.112797 19246619

[67] Sasaki-SekimotoY, JikumaruY, ObayashiT, SaitoH, MasudaS, KamiyaY, et al Basic helix-loop-helix transcription factors JASMONATE-ASSOCIATED MYC2-LIKE1 (JAM1), JAM2, and JAM3 are negative regulators of jasmonate responses in *Arabidopsis*. Plant Physiol. 2013;163: 291–304. 10.1104/pp.113.220129 23852442PMC3762649

[68] LiZ, PengJ, WenX, GuoH. Ethylene-insensitive3 is a senescence-associated gene that accelerates age-dependent leaf senescence by directly repressing miR164 transcription in *Arabidopsis*. Plant Cell. 2013;25: 3311–28. 10.1105/tpc.113.113340 24064769PMC3809534

[69] KimHJ, HongSH, KimYW, LeeIH, JunJH, PheeB-K, et al Gene regulatory cascade of senescence-associated NAC transcription factors activated by ETHYLENE-INSENSITIVE2-mediated leaf senescence signalling in *Arabidopsis*. J Exp Bot. 2014;65: 4023–4036. 10.1093/jxb/eru112 24659488PMC4106440

[70] ZhangX, IvanovaA, VandepoeleK, RadomiljacJ, Van de VeldeJ, BerkowitzO, et al The transcription factor MYB29 is a regulator of ALTERNATIVE OXIDASE1a. Plant Physiol. 2017;173: 1824–1843. 10.1104/pp.16.01494 28167700PMC5338668

[71] GustAA, BiswasR, LenzHD, RauhutT, RanfS, KemmerlingB, et al Bacteria-derived peptidoglycans constitute pathogen-associated molecular patterns triggering innate immunity in *Arabidopsis*. J Biol Chem. 2007;282: 32338–48. 10.1074/jbc.M704886200 17761682

[72] ZamioudisC, HansonJ, PieterseCMJ. β-Glucosidase BGLU42 is a MYB72-dependent key regulator of rhizobacteria-induced systemic resistance and modulates iron deficiency responses in *Arabidopsis* roots. New Phytol. 2014;204: 368–379. 10.1111/nph.12980 25138267

[73] WangY, OharaY, NakayashikiH, TosaY, MayamaS. Microarray analysis of the gene expression profile induced by the endophytic plant growth-promoting rhizobacteria, *Pseudomonas fluorescens* FPT9601-T5 in *Arabidopsis*. Mol Plant-Microbe Interact. 2005;18: 385–396. 10.1094/MPMI-18-0385 15915637

[74] CartieauxF, ContestoC, GallouA, DesbrossesG, KopkaJ, TaconnatL, et al Simultaneous interaction of *Arabidopsis thaliana* with *Bradyrhizobium* sp. strain ORS278 and *Pseudomonas syringae* pv. tomato DC3000 leads to complex transcriptome changes. Mol Plant-Microbe Interact. 2008;21: 244–259. 10.1094/MPMI-21-2-0244 18184068

[75] Van de MortelJE, de VosRCH, DekkersE, PinedaA, GuillodL, BouwmeesterK, et al Metabolic and transcriptomic changes induced in *Arabidopsis* by the rhizobacterium *Pseudomonas fluorescens* SS101. Plant Physiol. 2012;160: 2173–88. 10.1104/pp.112.207324 23073694PMC3510139

[76] WestonDJ, PelletierDA, Morrell-FalveyJL, TschaplinskiTJ, JawdySS, LuT-Y, et al *Pseudomonas fluorescens* induces strain-dependent and strain-independent host plant responses in defense networks, primary metabolism, photosynthesis, and fitness. Mol Plant-Microbe Interact. 2012;25: 765–778. 10.1094/MPMI-09-11-0253 22375709

[77] ChengX, EtaloDW, van de MortelJE, DekkersE, NguyenL, MedemaMH, et al Genome-wide analysis of bacterial determinants of plant growth promotion and induced systemic resistance by *Pseudomonas fluorescens*. Environ Microbiol. 2017;19: 4638–4656. 10.1111/1462-2920.13927 28892231

[78] WangS, ZhengY, GuC, HeC, YangM, ZhangX, et al *Bacillus cereus* AR156 activates defense responses to *Pseudomonas syringae* pv. tomato in *Arabidopsis thaliana* similarly to flg22. Mol Plant-Microbe Interact. 2018;31: 311–322. 10.1094/MPMI-10-17-0240-R 29090631

[79] MathysJ, De CremerK, TimmermansP, Van KerckhoveS, LievensB, VanhaeckeM, et al Genome-wide characterization of ISR induced in *Arabidopsis thaliana* by *Trichoderma hamatum* T382 against *Botrytis cinerea* infection. Front Plant Sci. 2012;3: 108 10.3389/fpls.2012.00108 22661981PMC3362084

[80] DukeKA, BeckerMG, GirardIJ, MillarJL, Dilantha FernandoWG, BelmonteMF, et al The biocontrol agent Pseudomonas chlororaphis PA23 primes *Brassica napus* defenses through distinct gene networks. BMC Genomics. 2017;18: 467 10.1186/s12864-017-3848-6 28629321PMC5477169

[81] NiuD, WangX, WangY, SongX, WangJ, GuoJ, et al *Bacillus cereus* AR156 activates PAMP-triggered immunity and induces a systemic acquired resistance through a NPR1-and SA-dependent signaling pathway. Biochem Biophys Res Commun. 2016;469: 120–125. 10.1016/j.bbrc.2015.11.081 26616055

[82] VerhagenBWM, GlazebrookJ, ZhuT, ChangH-S, van LoonLC, PieterseCMJ. The transcriptome of rhizobacteria-induced systemic resistance in *Arabidopsis*. Mol Plant-Microbe Interact. 2004;17: 895–908. 10.1094/MPMI.2004.17.8.895 15305611

[83] IsmailA, TakedaS, NickP. Life and death under salt stress: same players, different timing? J Exp Bot. 2014;65: 2963–2979. 10.1093/jxb/eru159 24755280

[84] JulkowskaMM, TesterinkC. Tuning plant signaling and growth to survive salt. Trends Plant Sci. 2015;20: 586–594. 10.1016/j.tplants.2015.06.008 26205171

[85] JaniakA, KwasniewskiM, SowaM, GajekK, ŻmudaK, KościelniakJ, et al No time to waste: Transcriptome study reveals that drought tolerance in barley may be attributed to stressed-like expression patterns that exist before the occurrence of stress. Front Plant Sci. 2017;8: 2212 10.3389/fpls.2017.02212 29375595PMC5767312

[86] LyouSH, ParkHJ, JungC, SohnHB, LeeG, KimCH, et al The *Arabidopsis* AtLEC gene encoding a lectin-like protein is up-regulated by multiple stimuli including developmental signal, wounding, jasmonate, ethylene, and chitin elicitor. Mol Cells. 2009;27: 75–81. 10.1007/s10059-009-0007-1 19214436

[87] CecchiniNM, SteffesK, SchläppiMR, GiffordAN, GreenbergJT. *Arabidopsis* AZI1 family proteins mediate signal mobilization for systemic defence priming. Nat Commun. 2015;6: 7658 10.1038/ncomms8658 26203923

[88] AtkinsonNJ, LilleyCJ, UrwinPE. Identification of genes involved in the response of *Arabidopsis* to simultaneous biotic and abiotic stresses. Plant Physiol. 2013;162: 2028–2041. 10.1104/pp.113.222372 23800991PMC3729780

[89] RichardsKD, SchottEJ, SharmaYK, DavisKR, GardnerRC. Aluminum induces oxidative stress genes in *Arabidopsis thaliana*. Plant Physiol. 1998;116: 409–18. 10.1104/pp.116.1.409 9449849PMC35183

[90] BouainN, SatbhaiSB, KorteA, SaenchaiC, DesbrossesG, BerthomieuP, et al Natural allelic variation of the AZI1 gene controls root growth under zinc-limiting condition. BombliesK, editor. PLOS Genet. 2018;14: e1007304 10.1371/journal.pgen.1007304 29608565PMC5897037

[91] ChenY-C, HolmesEC, RajniakJ, KimJ-G, TangS, FischerCR, et al N-hydroxy-pipecolic acid is a mobile metabolite that induces systemic disease resistance in *Arabidopsis*. Proc Natl Acad Sci; 2018;115: E4920–E4929. 10.1073/pnas.1805291115 29735713PMC6003486

[92] HartmannM, ZeierT, BernsdorffF, Reichel-DelandV, KimD, HohmannM, et al Flavin monooxygenase-generated N-hydroxypipecolic acid is a critical element of plant systemic immunity. Cell. 2018;173: 456–469.e16. 10.1016/j.cell.2018.02.049 29576453

[93] MishinaTE, ZeierJ. The *Arabidopsis* flavin-dependent monooxygenase FMO1 is an essential component of biologically induced systemic acquired resistance. Plant Physiol. 2006;141: 1666–75. 10.1104/pp.106.081257 16778014PMC1533925

[94] SchlaichNL. Flavin-containing monooxygenases in plants: looking beyond detox. Trends Plant Sci.; 2007;12: 412–418. 10.1016/j.tplants.2007.08.009 17765596

[95] WuG, LiuY, XuY, ZhangG, ShenQ, ZhangR. Exploring elicitors of the beneficial rhizobacterium *Bacillus amyloliquefaciens* SQR9 to induce plant systemic resistance and their interactions with plant signaling pathways. Mol Plant-Microbe Interact. 2018; 31:560–567. 10.1094/MPMI-11-17-0273-R 29309236

[96] NiuD-D, LiuH-X, JiangC-H, WangY-P, WangQ-Y, JinH-L, et al The plant growth–promoting rhizobacterium *Bacillus cereus* AR156 induces systemic resistance in *Arabidopsis thaliana* by simultaneously activating salicylate- and jasmonate/ethylene-dependent signaling pathways. Mol Plant-Microbe Interact. 2011;24: 533–542. 10.1094/MPMI-09-10-0213 21198361

[97] LlorcaCM, PotschinM, ZentgrafU. bZIPs and WRKYs: two large transcription factor families executing two different functional strategies. Front Plant Sci. 2014;5: 169 10.3389/fpls.2014.00169 24817872PMC4012195

[98] SinghKB, FoleyRC, Oñate-SánchezL. Transcription factors in plant defense and stress responses. Curr Opin Plant Biol. 2002;5: 430–436. 10.1016/S1369-5266(02)00289-3 12183182

[99] BakshiM, OelmüllerR. WRKY transcription factors: Jack of many trades in plants. Plant Signal Behav. 2014;9: e27700 10.4161/psb.27700 24492469PMC4091213

[100] PhukanUJ, JeenaGS, ShuklaRK. WRKY transcription factors: Molecular regulation and stress responses in plants. Front Plant Sci. 2016;7: 760 10.3389/fpls.2016.00760 27375634PMC4891567

[101] JiangC-H, HuangZ-Y, XieP, GuC, LiK, WangD-C, et al Transcription factors WRKY70 and WRKY11 served as regulators in rhizobacterium *Bacillus cereus* AR156-induced systemic resistance to *Pseudomonas syringae* pv. *tomato* DC3000 in *Arabidopsis*. J Exp Bot. 2016;67: 157–174. 10.1093/jxb/erv445 26433201

[102] AlluAD, BrotmanY, XueG-P, BalazadehS. Transcription factor ANAC032 modulates JA/SA signalling in response to *Pseudomonas syringae* infection. EMBO Rep. 2016;17: 1578–1589. 10.15252/embr.201642197 27632992PMC5090710

[103] HaoD, Ohme-TakagiM, SaraiA. Unique mode of GCC box recognition by the DNA-binding domain of ethylene-responsive element-binding factor (ERF domain) in plant. J Biol Chem. 1998;273: 26857–61. 10.1074/jbc.273.41.26857 9756931

[104] ZareiA, KörbesAP, YounessiP, MontielG, ChampionA, MemelinkJ. Two GCC boxes and AP2/ERF-domain transcription factor ORA59 in jasmonate/ethylene-mediated activation of the PDF1.2 promoter in *Arabidopsis*. Plant Mol Biol. 2011;75: 321–31. 10.1007/s11103-010-9728-y 21246258PMC3044237

[105] Van der DoesD, Leon-ReyesA, KoornneefA, Van VerkMC, RodenburgN, PauwelsL, et al Salicylic acid suppresses jasmonic acid signaling downstream of SCFCOI1-JAZ by targeting GCC promoter motifs via transcription factor ORA59. Plant Cell. 2013;25: 744–61. 10.1105/tpc.112.108548 23435661PMC3608790

[106] PangestiN, ReicheltM, van de MortelJE, KapsomenouE, GershenzonJ, van LoonJJA, et al Jasmonic acid and ethylene signaling pathways regulate glucosinolate levels in plants during rhizobacteria-induced systemic resistance against a leaf-chewing herbivore. J Chem Ecol. 2016;42: 1212–1225. 10.1007/s10886-016-0787-7 27848154PMC5148788

[107] MatsuoM, JohnsonJM, HienoA, TokizawaM, NomotoM, TadaY, et al High REDOX RESPONSIVE TRANSCRIPTION FACTOR1 levels result in accumulation of reactive oxygen species in *Arabidopsis thaliana* shoots and roots. Mol Plant. 2015;8: 1253–1273. 10.1016/j.molp.2015.03.011 25882345

[108] ApelK, HirtH. Reactive oxygen species: Metabolism, oxidative stress, and signal transduction. Annu Rev Plant Biol. 2004;55: 373–399. 10.1146/annurev.arplant.55.031903.141701 15377225

[109] GolldackD, LiC, MohanH, ProbstN. Tolerance to drought and salt stress in plants: Unraveling the signaling networks. Front Plant Sci. 2014;5: 151 10.3389/fpls.2014.00151 24795738PMC4001066

[110] Van der EntS, VerhagenBWM, Van DoornR, BakkerD, VerlaanMG, PelMJC, et al MYB72 is required in early signaling steps of rhizobacteria-induced systemic resistance in *Arabidopsis*. Plant Physiol. 2008;146: 1293–304. 10.1104/pp.107.113829 18218967PMC2259080

[111] StringlisIA, YuK, FeussnerK, de JongeR, Van BentumS, Van VerkMC, et al MYB72-dependent coumarin exudation shapes root microbiome assembly to promote plant health. Proc Natl Acad Sci. 2018;115: E5213–E5222. 10.1073/pnas.1722335115 29686086PMC5984513

[112] BerriS, AbbruscatoP, Faivre-RampantO, BrasileiroAC, FumasoniI, SatohK, et al Characterization of WRKY co-regulatory networks in rice and *Arabidopsis*. BMC Plant Biol. 2009;9: 120 10.1186/1471-2229-9-120 19772648PMC2761919

[113] BabithaKC, RamuS V., PruthviV, MaheshP, NatarajaKN, UdayakumarM. Co-expression of AtbHLH17 and AtWRKY28 confers resistance to abiotic stress in *Arabidopsis*. Transgenic Res. 2013;22: 327–341. 10.1007/s11248-012-9645-8 22948308

[114] ChenX, LiuJ, LinG, WangA, WangZ, LuG. Overexpression of AtWRKY28 and AtWRKY75 in *Arabidopsis* enhances resistance to oxalic acid and *Sclerotinia sclerotiorum*. Plant Cell Rep. 2013;32: 1589–1599. 10.1007/s00299-013-1469-3 23749099

[115] GodaH, SawaS, AsamiT, FujiokaS, ShimadaY, YoshidaS. Comprehensive comparison of auxin-regulated and brassinosteroid-regulated genes in *Arabidopsis*. Plant Physiol. 2004;134: 1555–73. 10.1104/pp.103.034736 15047898PMC419831

[116] HuangW, Pérez-GarcíaP, PokhilkoA, MillarAJ, AntoshechkinI, RiechmannJL, et al Mapping the core of the *Arabidopsis* circadian clock defines the network structure of the oscillator. Science. 2012;336: 75–9. 10.1126/science.1219075 22403178

[117] Pruneda-PazJL, KaySA. An expanding universe of circadian networks in higher plants. Trends Plant Sci. 2010;15: 259–65. 10.1016/j.tplants.2010.03.003 20382065PMC2866796

[118] LiZ, BonaldiK, UribeF, Pruneda-PazJL. A localized *Pseudomonas syringae* infection triggers systemic clock responses in *Arabidopsis*. Curr Biol. 2018;28: 630–639.e4. 10.1016/j.cub.2018.01.001 29398214PMC5820129

How the deposited data were processed for this re-analysis (not part of the article)

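The log2 expression values were made by the authors before deposit: the arrays were read from CEL files and processed with RMA (background correction, quantile normalization and summary of the probes) in the affy R package, whose version is not given in the sources used here. They were used as deposited, with no further normalization. The p-values of the authors' deposited table of a two-way analysis of variance were also made by the authors before deposit, in MeV, whose version is not given in the sources used here. The methods describe them as adjusted for the false discovery rate; on their scale, 2595 of the 2613 matched probe sets for PsJN in the authors' deposited table lay within 1e-04 of an unadjusted p recomputed from the deposited log2 values and 28 within that distance of the adjusted p. They were therefore treated as unadjusted and used only for the counts of that table.

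The series holds 18 arrays, 3 for each of 6 groups: non-inoculated and PsJN-inoculated plants at 0, 1 and 24 hpi. No array was left out. Of 22746 probe sets that are not controls, 21143 belong to a single locus. The array's annotation was taken from the platform record, and gene names from a reference table of Arabidopsis genes used for names only; 20952 of 20969 distinct loci had a symbol there. A locus with several probe sets is represented by the probe set with the highest mean.

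Groups were compared with limma (version 3.58.1, R 4.3.3): a linear model with a mean for each group over all arrays and empirical Bayes moderation (prior degrees of freedom 3.50). Contrasts were PsJN against non-inoculated plants at each time, 1 and 24 hpi against 0 hpi within each inoculation, the differences of the PsJN effect between times, and the PsJN effect over the 3 times. P-values are two-sided and were adjusted by the Benjamini-Hochberg method over all probe sets tested, and a probe set is past the test at an adjusted p under 0.05. Counts within a list are also given with the adjustment over that list alone. Log2 fold changes are differences of group means, with the moderated standard error of limma.

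Gene lists were tested with camera of limma, with a preset correlation of 0.01 and again with a correlation estimated from the arrays, adjusted over 23 lists by the Benjamini-Hochberg method. The lists were written from textbook knowledge before the data were examined. S1 Table had been read by then, so no list is blind to the paper's own selection. The lists of the iron deficiency response, iron storage, the heat shock response and nutrient genes, the low-energy response among them, also drew on what S1 and S2 Tables had shown. Genes are named by a rule set before the data were examined: for each comparison the 10 highest and 10 lowest log2 fold changes among probe sets past the test whose arrays do not overlap between the groups, every member of a list, and every gene the paper names. The values of Table 1 and S1 Table had been seen when the rule was written.

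Principal components were computed from the log2 values centred by probe set. Differences on the components were tested by exact permutation of the arrays within each time. Rank product used a proportion of false positives under 0.05 and 100 permutations with a fixed seed. The methods' procedure applied it to the probe sets selected by a two-way analysis of variance at an adjusted p under 0.01. That is a reading of the methods. The deposited p-values behave as unadjusted ones, so it may differ from what the authors ran. Overlaps between lists of probe sets are set against the number that independent lists of these sizes would share. Scripts ran in R and in Python 3.11 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

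As a test of the method, arrays were simulated from the mean and the residual SD of each probe set without group differences, and known changes were added to the PsJN-inoculated 1 hpi arrays. In the 1 hpi comparison limma called 89 of 99 probe sets changed by 1 (log2) and 100 of 100 changed by 2, with 8 false calls among 22526 others and 0 calls in a comparison with nothing added. Rank product called 97 of 99 and 100 of 100, with 75 false calls, and made 77 calls with nothing added. Camera called the list that was shifted by −0.5 and 0 of 22 others. Each probe set was simulated from its own mean and SD, without correlation between the members of a list. The simulation therefore cannot show how often camera calls lists of correlated genes wrongly. In the real arrays 13 of 100 groupings, the real one included, reached the 13 lists called for PsJN over the 3 times. The highest other grouping called 18.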

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

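The tests of root tissue, normalization, exchanged arrays and time of harvest were chosen after the results were seen, and the other groupings of the arrays were counted by a procedure set before the data were examined.

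A few genes had a PsJN effect that differed between times in the test of the difference itself. Between 1 and 0 hpi the difference was −0.67 for SFP2, −1.07 for AT1G29660 and 1.33 for the probe set shared by AT1G14870 and AT1G14880. Between 24 and 0 hpi it was 1.85 for AT2G20670, 1.31 for BT5, 1.99 for AT1G80440, −1.59 for BBX31, −2.27 for PAP1 (AT1G56650), 1.09 for XTH30 and 1.09 for HHO3, and between 24 and 1 hpi 1.16 for AT1G29660. Among the gene lists, the median difference between 1 and 0 hpi was 0.231 for the day- and evening-phased clock genes, 0.455 for class III peroxidases and −0.642 for aliphatic glucosinolate biosynthesis. Between 24 and 0 hpi it was −0.529 for jasmonate biosynthesis and MYC branch, −0.472 for flavonoid biosynthesis and 0.442 for the nitrate response, and between 24 and 1 hpi −0.151 for the day- and evening-phased clock genes. None of these list differences passed the test with an estimated correlation (the lowest was adjusted p = 0.079, for the nitrate response).

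Iron and glutathione S-transferase lists moved with PsJN over the 3 times: the median effect was −1.078 for the iron deficiency response, 0.799 for iron storage and sufficiency and −0.266 for glutathione S-transferases. With an estimated correlation the first and the last had an adjusted p = 0.0239 and 0.0239, and iron storage and sufficiency was not called (adjusted p = 0.259).

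The lower iron deficiency genes were weighed against the make-up of the pools and the processing. A smaller share of root tissue with PsJN would lower root markers as well, but their median effect was 0.124 (SD 0.334 over genes), where the median of the iron deficiency response was −1.08 (SD 1.21). By time the root-marker median was 0.218 at 1 hpi and 0.264 at 24 hpi, which argues against this cause then. At 0 hpi it was −0.133, with 14 of 18 below zero, so a part of the fall at 0 hpi is left open. A bias of normalization that depends on the level of a probe set would move probe sets of the same level alike. Quantile normalization holds the median of these near 0, so the share that fell was taken instead: 47 of 1878 probe sets of the same level, a share of 0.025, fell by at least 0.5 times the iron median, against 15 of 21 genes of the iron deficiency response. The cut comes from the iron list, so most of its genes lie beyond it by construction. Because the normalization itself keeps such shares small, the test could hardly have shown a bias and does not settle this. A lasting effect of PsJN on the iron supply of the plants is a hypothesis, and other explanations were not weighed. Iron content was not measured, and the hypothesis arose from these arrays and was not tested.

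The spread of the non-inoculated 1 hpi arrays was weighed against an exchange of labels. The arrays lay at 27.41, 7.92 and 17.64 on the first principal component (replicates 1, 2 and 3), so that replicate 2 lay no farther from the middle array than replicate 1 did, and the array weights were 0.599, 1.11 and 0.851. An exchange with a non-inoculated array of 0 or 24 hpi would put such an array among those of 1 hpi. The lowest 1 hpi array lay 7.19 above the highest of these, a 0 hpi array, where the larger SD of their groups was 2.22. The SD of the 1 hpi arrays themselves was 9.74, larger than this gap, so an exchange with a 0 hpi array is not excluded. The 24 hpi arrays had a mean of −42.88, far from those of 1 hpi, which argues against an exchange with them. PsJN-inoculated 0 hpi replicate 3, at 16.68, lay among the 1 hpi arrays on that component. On the second component, however, the nearest PsJN-inoculated array of any time lay 19.1 from them. The largest SD of a PsJN-inoculated group there was 9.62, so the gap argues against an exchange with a PsJN-inoculated array. The paper reports qRT-PCR of a few genes on the same RNAs, which does not bear on a single array. A single wrong label or a difference between the pools is open, and no biological explanation was tested.

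The clock genes at 1 hpi were weighed against harvest at different times of day. The median log2 fold change was 0.321 for the day- and evening-phased genes and −0.0935 for the dawn-phased genes, a difference of 0.414 with an SD of 0.496 over genes. A later harvest of the PsJN pools and an effect of PsJN on the clock would both give such a difference, and they cannot be told apart without the hour of harvest of each pool, which is not given in the sources used here.

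Other groupings of the same arrays show how often the counts arise without the real grouping. For each comparison of 2 groups only 10 groupings exist, too few for a share under 0.05, and the real grouping was the 1 with the most calls: 525, 976 and 302 probe sets for PsJN at 0, 1 and 24 hpi, against a highest other of 0, 0 and 3. In the comparisons with 0 hpi the counts were 392 and 2670 without PsJN, against 0 and 0, and 3328 and 1662 with PsJN, against 0 and 1. For the PsJN effect over the 3 times, 1 of 100 groupings gave as many calls as the real 2405 (highest other 365). For time 1 of 100 gave as many as 8452 (highest other 3130). In both this was the real grouping alone, the lowest share that 100 groupings can give, so chance is unlikely but not excluded. For any interaction of PsJN and time 3 of 100 gave as many as 7 (highest other 16). This does not exclude chance. Exchanging the inoculation mixes plants with and without PsJN within groups, so the PsJN effect widens the spread and lowers the other counts. This holds for PsJN over the 3 times as well, and exchanging the times lowers the other counts for time in the same way. For the single differences of the PsJN effect chance is not excluded: 9 of 100 groupings gave as many as 3 between 1 and 0 hpi (highest other 1784), 8 as many as 7 between 24 and 0 hpi (highest other 962) and 20 as many as 1 between 24 and 1 hpi (highest other 371). Groupings that exchange the inoculation at 1 time turn the difference into a sum of PsJN effects, which is a structure of the samples. Chance is also not excluded for the number of gene lists called over the 3 times, which 13 of 100 groupings reached (13 lists, highest other 18).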

How the results depend on the processing

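Settings marked as added, and the exclusion of 2 arrays together, were chosen after the data were seen; the others were set before the data were examined. Over 80 results, 570 values under other settings stayed on the same side of the threshold or within 1.5 times the count, 229 moved, 58 lost and 11 gained a call, and 0 reversed. The cause was not tested except where fewer arrays or a stricter threshold make it. Low signal limits the tests: 8078 probe sets had a mean of at least 5. Counts below follow the order PsJN at 0, 1 and 24 hpi, then 1 and 24 hpi without PsJN, then 1 and 24 hpi with PsJN, as far as they moved.

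At an adjusted p under 0.01 the counts were 177, 218, 104, 1, 1409, 1280 and 430. The differences of the PsJN effect were then past the test for 0, 1 and 0 probe sets (limma; 2250, 1849 and 1573 at an unadjusted p under 0.05), PsJN over the 3 times for 990 and the interaction for 0 (limma; 2203 at an unadjusted p under 0.05). The overlaps were 5 higher and 30 lower at all 3 times, 67, 42 and 45 for 0 and 1, 0 and 24 and 1 and 24 hpi, 1 and 310 for both inoculations at 1 and 24 hpi, and 8 for 1 hpi with PsJN and 24 hpi without.

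With a log2 fold change of at least 1 as well, the counts were 134, 205, 103, 43, 485, 296 and 174, and 147 over the 3 times. Among probe sets with a mean of at least 5 they were 342 for PsJN at 0 hpi, 10 and 3 for the differences between 1 and 0 and between 24 and 1 hpi, 1540 over the 3 times, 4789 for time and 15 for the interaction, with 447 shared by both inoculations at 1 hpi. That filter gave 4 lists called at 1 hpi with PsJN, 53.4% on the first principal component and replicate correlations from 0.957 to 0.993. With only the arrays of each comparison in the fit the counts were 183 and 117 for PsJN at 0 and 24 hpi, 2 and 1603 without PsJN and 723 at 24 hpi with PsJN.

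The methods' procedure gave 175 and 208 for PsJN at 0 and 1 hpi, then 140, 279, 243 and 181, with overlaps of 94 (0 and 1 hpi), 70 and 118 (both inoculations at 1 and 24 hpi) and 1 (1 hpi with PsJN and 24 hpi without), and called 13 genes of Table 1. Rank product over all probe sets gave 634 at 1 hpi, then 261, 783, 688 and 505. Added settings: rank product after an unadjusted analysis of variance gave 226, 316, 163, 377, 316 and 239, without a move at 24 hpi; rank product over all, kept at an adjusted analysis of variance p under 0.01, gave 245, 339, 201, 674, 478 and 374, and kept at an unadjusted p under 0.01 520 at 1 hpi, 219, 714, 575 and 418. Overlaps by rank product over all were 40 higher at all 3 times, 126 and 307 for both inoculations and 17 for 1 hpi with PsJN and 24 hpi without. Without non-inoculated 1 hpi replicate 2 and PsJN-inoculated 0 hpi replicate 3 together the counts were 289 and 319 at 0 and 1 hpi, 768 at 1 hpi without PsJN, 885 at 24 hpi with PsJN, 8, 24 and 0 for the differences and 1372 over the 3 times.

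With arrays weighted by their distance from their group the counts were 1841 and 822 for PsJN at 1 and 24 hpi and 4157 at 24 hpi without PsJN, 20, 39 and 19 for the differences and 56 for the interaction. A second quantile normalization gave 0 and 3 for the differences between 1 and 0 and between 24 and 1 hpi, and a trended, robust prior 3 for the latter. An unmoderated analysis of variance at an adjusted p under 0.01 gave 606 for PsJN, 5511 for time and 0 for the interaction, where the authors' deposited table gives 513 for the interaction and an unadjusted p under 0.01, an added setting, 541. Scaled probe sets gave 26.9% and 11.8% on the first components, and the most variable probe sets 52.1% and 19.5%.

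With an estimated correlation camera called 2, 0, 0, 0, 1, 0 and 1 lists and 2 over the 3 times, against 8, 13, 13, 4, 12, 8, 16 and 13. Fry, a rotation test, called 7 and 4 lists for PsJN at 1 and 24 hpi, 1 and 7 without PsJN, 9 at 24 hpi with PsJN and 8 over the 3 times. With an estimated correlation the adjusted p was 0.0608 for the nitrate response at 0 hpi, 0.0804 for the iron deficiency response and 0.0804 for the day- and evening-phased clock genes at 1 hpi, 0.215 for the low-energy response at 1 hpi, and 0.0538, 0.147 and 0.125 for the iron deficiency response, jasmonate biosynthesis and MYC branch and flavonoid biosynthesis at 24 hpi.

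Leaving out 1 array at a time, the counts ranged over 257 to 469, 280 to 1293 and 109 to 256 for PsJN at 0, 1 and 24 hpi, 2 to 586 and 1867 to 2305 without PsJN, 1358 to 3524 and 762 to 1307 with PsJN, 0 to 43, 1 to 21 and 0 to 6 for the differences and 0 to 36 for the interaction. Lists called at 1 hpi without PsJN ranged from 5 to 9 and genes of Table 1 past the test from 15 to 26.

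The replicate numbers do not join arrays of different groups: 45 correlations between arrays of the same number, after the group means were removed, ranged from −0.493 to 0.355, and 15 were above 0.1. With the number as a replicate block the counts were 460, 872, 278, 433, 2536, 3126 and 1507, with 1, 10 and 1 for the differences and 2207 over the 3 times.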

Differences from the paper's values

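The paper counts genes by rank product (p under 0.05) within genes selected by analysis of variance, and the counts here are of probe sets at an adjusted p under 0.05 in limma, so the thresholds differ. Rank product over all probe sets was set before the data were examined for the counts and added after they were seen for the overlaps. In simulated arrays with nothing added, that method made 77 calls. How many of the paper's called genes any setting drops was not counted, because the paper's lists are held here only in part.

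At 1 hpi the paper gives 645 genes regulated by PsJN, 347 of them higher, against 976 and 550 here. Of the alternatives set before the data were examined, the number higher came within 1.5 times the paper's with the 6 arrays alone (450), the replicate block (490), probe sets with a mean of at least 5 (413), without non-inoculated 1 hpi replicate 3 (390), without PsJN-inoculated 1 hpi replicate 1 (283) or 2 (349), and with rank product over all probe sets (337). It did not with a trended, robust prior (529), array weights (980), an adjusted p under 0.01 (123), a log2 fold change of at least 1 (116), a second quantile normalization (549), without non-inoculated replicate 1 (619) or 2 (158), without PsJN-inoculated replicate 3 (199) or with the methods' procedure (116). The total came within 1.5 times with the 6 arrays alone (838), the replicate block (872), a mean of at least 5 (836), the trended, robust prior (944), without non-inoculated replicate 3 (634), without PsJN-inoculated replicate 1 (483) or 2 (564) and with rank product over all probe sets (634), and with no other of these settings, the methods' procedure giving 208.

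For 1 hpi against 0 hpi in non-inoculated plants the paper gives 159 and the count here is 392; without non-inoculated 0 hpi replicate 1 (182) or 3 (106) and with the methods' procedure (140) it came within 1.5 times, and with the other alternatives set before the data were examined, rank product over all probe sets (261) among them, it did not. At 24 hpi in these plants the paper gives 646 and the count here is 2670; a log2 fold change of at least 1 (485) and rank product over all probe sets (783) came within 1.5 times, and the other alternatives set before, the methods' procedure (279) among them, did not. In PsJN-inoculated plants the paper gives 560 at 1 hpi and 415 at 24 hpi, against 3328 and 1662 here. Of the alternatives set before, rank product over all probe sets (688) came within 1.5 times at 1 hpi, and at 24 hpi an adjusted p under 0.01 (430) and rank product over all probe sets (505) did; the others, the methods' procedure (243 and 181) among them, did not.

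The paper gives 26.9% for the first principal component, against 44.4% here; scaled probe sets gave 26.9%, and of the other alternatives set before the data were examined a mean of at least 5 (53.4%), the most variable probe sets (52.1%) and leaving out 1 array at a time (41.1% to 47.0%) did not come within the paper's value. It gives replicate correlations from 0.96 to 0.99, against 0.987 to 0.997 here; a mean of at least 5 gave 0.957 to 0.993, which round to the paper's values, though the differences exceed the spread between arrays.

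Of the genes higher at 1 hpi the paper gives 22.5% as also higher at 0 hpi and 25.4% at 24 hpi, against 11.6% and 11.1% here. The former came within 1.5 times with the methods' procedure (32.8%), and did not at an adjusted p under 0.01 (13.0%) or with a mean of at least 5 (12.4%). The latter did with none of these alternatives set before (9.76% at an adjusted p under 0.01, 12.4% with a mean of at least 5 and 40.5% with the methods' procedure). The paper gives 39 genes higher at all 3 times, against 17 here, 5 at an adjusted p under 0.01, 17 with a mean of at least 5 and 22 with the methods' procedure, none within 1.5 times. It gives 13% shared by both inoculations at 1 hpi, in the results as a share of the genes regulated with PsJN and in the discussion of the differentially expressed genes, against 8.56% of the probe sets past the test with PsJN and 8.30% of those past it in either here; as shares of the latter, a mean of at least 5 (17.1%) came within 1.5 times, and an adjusted p under 0.01 (0.0781%) and the methods' procedure (22.4%) did not. It gives 11 genes shared by 1 hpi with PsJN and 24 hpi without, against 48 here; an adjusted p under 0.01 (8) came within 1.5 times, and a mean of at least 5 (47) and the methods' procedure (1) did not. Rank product over all probe sets, chosen for overlaps after seeing the values, gave 23.7%, 26.1%, 40, 15.4% and 17, of which all but the last came within 1.5 times.

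The paper states that ANAC032 stayed repressed at 24 hpi, while its Table 1 gives no significant change then; here it was at −1.92 (standard error 0.41, adjusted p = 0.029). It states AZI1 changes between times as log2 values of 2.22 and 2.47, which on a linear scale equal the fold changes here, 2.22 and 2.48; the log2 fold changes here are 1.15 (adjusted p = 0.522) in PsJN-inoculated plants at 1 hpi and 1.31 (adjusted p = 0.504) in non-inoculated plants at 24 hpi, and rank product over all probe sets called both. It reports no change of FMO1, which here was at 0.64 (adjusted p = 0.0379) at 24 hpi and was not called by rank product over all probe sets, by the methods' procedure, by the replicate block (278 probe sets called) or with the 6 arrays of 24 hpi alone. It lists WRKY28, WRKY47, RRTF1 and ORA59 as changed at 1 hpi. Here they were at 0.94 (adjusted p = 0.0805), 0.78 (adjusted p = 0.0902), −0.80 (adjusted p = 0.0693) and 0.98 (adjusted p = 0.109), with the log2 fold changes of Table 1. By qRT-PCR on the same RNAs the paper reports RRTF1 as down-regulated at 1 hpi and WRKY28 as not detected. Rank product over all probe sets called these 4 genes, the fit on the 6 arrays of 1 hpi RRTF1, and leaving out 1 array WRKY28, RRTF1 and ORA59. It states that PDF1.2 was higher before infection; here it was at 1.55 (adjusted p = 0.32) at 0 hpi, where rank product over all probe sets called it.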

Other observations

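No test in the next paragraphs was chosen after the results were seen, apart from the count at an unadjusted p from the analysis of variance. Heat shock genes were lower at 24 hpi than at 0 hpi as a list with and without PsJN, in camera with the preset correlation and not with an estimated one, and 1 and 1 of 22 were past the test (1 and 1 when adjusted over the list alone). The median without PsJN was −0.92 (camera, adjusted p = 0.00177, and adjusted p = 0.558 with an estimated correlation) and with PsJN −1.02 (camera, adjusted p = 0.000159, and adjusted p = 0.41 with an estimated correlation), with a list written after S1 Table had been read. ATSDI1, a gene induced by sulfur deficiency, was higher at 24 hpi than at 0 hpi in PsJN-inoculated plants, at 2.07 (standard error 0.28, adjusted p = 0.00102), and in non-inoculated plants, at 2.19 (adjusted p = 0.000117). Among dawn-phased clock genes at 24 hpi in non-inoculated plants, ASG4 was at 2.36 (adjusted p = 0.000691), RVE6 at 0.70 (adjusted p = 0.000659) and LHY at 0.75 (adjusted p = 0.00174), and RVE4 and RVE7 were lower, at −0.44 (adjusted p = 0.0101) and −1.09 (adjusted p = 0.014). Of 12 such genes 7 were higher and 2 lower (8 and 2 when adjusted over the list alone; camera, adjusted p = 0.00176, and adjusted p = 0.478 with an estimated correlation), and over probe sets with a mean of at least 5 the adjusted p of the dawn-phased clock genes was 0.146.

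Over the 3 times together 2405 probe sets differed with PsJN, 1193 higher and 1212 lower. Among them were the ferritin gene FER3, which stores iron, at 0.53 (adjusted p = 0.0082), FRD3, a citrate transporter that keeps iron mobile, at −0.47 (adjusted p = 0.0445), and MTP3, a vacuolar zinc transporter induced by iron deficiency, at −0.90 (adjusted p = 0.0205). Of 29 glutathione S-transferases 12 were lower and 2 higher (12 and 3 when adjusted over the list alone; camera, adjusted p = 6.82e-09, and adjusted p = 0.0239 with an estimated correlation). Time changed 8452 probe sets. The phosphate starvation response was not called in any comparison of limma and camera run here. In the analysis of variance recomputed from the deposited log2 values, 2753, 7186 and 541 probe sets had an unadjusted p under 0.01 for PsJN, time and their interaction, and 606, 5511 and 0 an adjusted p under 0.01; the authors' deposited table lists 2614, 6821 and 513 under 0.01.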
